# ACBP/DBI neutralization for the experimental treatment of fatty liver disease

**DOI:** 10.1038/s41418-024-01410-6

**Published:** 2024-11-16

**Authors:** Omar Motiño, Flavia Lambertucci, Adrien Joseph, Sylvère Durand, Gerasimos Anagnostopoulos, Sijing Li, Vincent Carbonnier, Uxía Nogueira-Recalde, Léa Montégut, Hui Chen, Fanny Aprahamian, Nitharsshini Nirmalathasan, Maria Chiara Maiuri, Federico Pietrocola, Dominique Valla, Cédric Laouénan, Jean-François Gautier, Laurent Castera, QUID NASH Investigators, Dominique Valla, Cédric Laouénan, Jean-François Gautier, Laurent Castera, Anaïs Vallet-Pichard, Tiphaine Vidal-Trécan, Pauline Manchon, Valérie Paradis, Dominique Roulot, Christian Boitard, Benoit Terris, Hélène Bihan, Jean-Baptiste Julla, Thierry Poynard, Angélique Bzrustowski, Etienne Larger, Sébastien Czernichow, Stanislas Pol, Pierre Bedossa, Christophe Junot, Nathalie de Preville, Isabelle Durand Zaleski, Pierre-Emmanuel Rautou, Bernard Van Beers, Marco Dioguardi, Valérie Vilgrain, Jean-Marie Correas, Philippe Garteiser, Jean-Pierre Riveline, Mark Ibberson, Isabelle Martins, Guido Kroemer

**Keywords:** Metabolic disorders, Macroautophagy

## Abstract

Acyl-CoA binding protein (ACBP), also known as diazepam-binding inhibitor (DBI), is an extracellular checkpoint of autophagy. Here, we report that patients with histologically confirmed metabolic-associated steatohepatitis (MASH) or liver fibrosis exhibit elevated levels of circulating ACBP/DBI protein as compared to non-affected controls. Plasma ACBP/DBI strongly correlated with the NAFLD and FIB4 scores in patients, and these correlations were independent of age and body mass index. We studied the capacity of a monoclonal antibody (mAb) neutralizing mouse ACBP/DBI to combat active liver disease in several mouse models, in which steatohepatitis had been induced by four different protocols, namely, (i) methionine/choline-deficient diet, (ii) Western style diet (WD) alone, (iii) WD combined with the hepatotoxic agent CCl_4_, and (iv) a combination of CCl_4_ injections and oral ethanol challenge. Injections of anti-ACBP/DBI mAb attenuated histological, enzymological, metabolomic and transcriptomic signs of liver damage in these four models, hence halting or reducing the progression of non-alcoholic and alcoholic liver disease. Steatosis, inflammation, ballooning and fibrosis responded to ACBP/DBI inhibition at the preclinical level. Altogether, these findings support a causal role of ACBP/DBI in MASH and liver fibrosis, as well as the possibility to therapeutically target ACBP/DBI.

## Introduction

Acyl coenzyme A (CoA) binding protein (ACBP), which is encoded by *diazepam binding inhibitor* (*DBI*), is a precursor of neuropeptides that act within the hypothalamus [1, 2]. Outside of the central nervous system, ACBP/DBI, which is close-to-ubiquitously expressed, has a dual function [3]. As an intracellular protein, ACBP/DBI binds to various lipid species including medium-chain fatty acid-CoA esters and stimulates fatty acid metabolism in a variety of cell types [4, 5]. As an extracellular protein, ACBP/DBI interacts with γ-aminobutyric acid (GABA) receptors of the A type (GABA_A_R), specifically to the γ2 subunit (GABRG2), which also binds the benzodiazepine diazepam, to act as a positive allosteric modulator [6, 7]. Through this ligand-receptor interaction, ACBP/DBI modulates chloride influx into target cells, thereby mediating its physiological effects that include the inhibition of autophagy and lipophagy, as well as the stimulation of lipo-anabolic reactions [8]. Thus, addition of ACBP/DBI antagonists to primary hepatocytes induces autophagic flux [9]. Similarly, ACBP/DBI neutralization by means of a monoclonal antibody (mAb) stimulates autophagic flux measured in the liver in the absence or presence of leupeptin injections [9, 10]. At the whole-body level, recombinant ACBP/DBI protein injected into peripheral locations enhances food intake and weight gain [8, 11]. Although ACBP/DBI does not cross the blood–brain barrier, it inhibits anorexigenic neurons in the hypothalamus, thereby stimulating appetite [12].

There are several strategies to inhibit the ACBP/DBI-GABRG2 interaction, namely (i) the induction of autoantibodies against ACBP/DBI by active immunization [13], (ii) passive immunization against ACBP/DBI by injection of neutralizing antibodies [8], (iii) inducible knockout of the *Dbi* gene [8], or (iv) point mutation F77I of GABRG2 to abolish its interaction with ACBP/DBI without affecting that with GABA [7, 9]. All these manipulations have similar consequences on organismal physiology, namely, the induction of autophagy in various organs (e.g., heart, liver, and lung), the autophagy-dependent protection of such organs against physical and chemical damage [8, 10, 14], as well as a reduction in food intake, especially in the context of high-fat diet (HFD) and leptin deficiency [8, 11]. Obviously, the only potentially translatable mode of ACBP/DBI inhibition consists in the administration of neutralizing monoclonal antibodies.

With respect to liver disease, we reported that ACBP/DBI neutralization protected against acute hepatic damage by two chemical agents (acetaminophen/paracetamol, as well as the T-cell activating lectin concanavalin A) and two physical insults (ischemia/reperfusion damage inflicted by temporary occlusion of the portal triade, as well as cholestasis induced by bile duct ligation). Moreover, in the prophylactic setting, anti-ACBP/DBI mAb prevented MASH induced by high-fat (HFD) or methionine/choline-deficient diet (MCD), as well as fibrosis induced by CCl_4_ [10, 15]. These favorable effects could be explained by the induction of autophagy, the protection of hepatocytes (which express GABRG2) [9] against unwarranted cell death, as well as by anti-inflammatory and antioxidant effects [10].

Encouraged by these preclinical findings, we investigate whether ACBP/DBI might be associated with the most frequent human hepatic pathology, which is metabolic-associated fatty liver disease (MAFLD) [10, 16]. Of note, the notion of MAFLD amalgamates two previously opposed diseases, namely non-alcoholic fatty liver disease (NAFLD) and alcoholic liver disease (AFLD). This reflects a paradigm shift caused by the observation that NAFLD is mediated by alcohol (ethanol) produced by microbial (bacterial or fungal) fermentation of carbohydrates in the gut [17]. At the preclinical level, we explored the possibility that ACBP/DBI neutralization might be used for therapeutic interventions on active liver disease rather than for prophylaxis of liver damage, as we previously reported [10, 15]. Our results plead in favor of the implication of ACBP/DBI in human MAFLD and suggest the possibility of therapeutic interventions based on ACBP/DBI neutralization.

## Material and methods

### Quantitative imaging in Diabetes—NASH (QUID-NASH) cohort

This study (ClinicalTrials.gov identifier NCT03634098, https://rhu-quidnash.com/) [18–21] enrolled patients with type 2 diabetes with metabolic dysfunction-associated steatotic liver disease (MASLD) who underwent a liver biopsy as part of standard care for the evaluation of unexplained liver alterations and a suspicion of metabolic dysfunction associated steatohepatitis (MASH). As reported [22] inclusion criteria for MASLD patients were based on the absence of alcohol intake (<20 g per day); the absence of causes for chronic liver disease except MASLD; a persistent increase in transaminase levels above 20 IU/L in women and 30 IU/L in men; absence of evidence for another cause for liver disease at liver biopsy (e.g. granulomas). Liver biopsy interpretation by a central expert pathologist was as reported [22]. Patients with a positive fibrosis score (EPoS 1-8) were considered as positive for this parameter. Non-invasive scores for diagnosis of fibrotic MASH were calculated as reported [21]. We further studied patients from whom a liver biopsy was taken during programmed laparoscopic cholecystectomy and who were diagnosed with histologically normal livers (non-MASLD patients). All non-MASLD patients included in this study had normal fasting glucose, cholesterol and triglycerides, normal serum ALT levels, and negative anti-HBV, anti-HCV and anti-HIV tests. In addition, all of them drank <20 g of alcohol per day and none did use potentially hepatotoxic drugs. The study was performed in agreement with the Declaration of Helsinki, in strict compliance with local and national laws. Written informed consent was obtained from all patients before inclusion in the study, and the Institution’s Human Ethics Committee approved the study procedures. Continuous data were described as mean and standard deviation and categorical data are presented as numbers and percentages of total. Comparison of characteristics between patients with and without MASH was performed using Student’s *t*-test or Wilcoxon test, as appropriate. Normality of data was assessed using Shapiro–Wilk normality test. Correlation between metabolic and anthropometric parameters were assessed using Pearson correlation coefficient and adjustment were made using multivariate logistic regression models. *P* values less than 0.05 were considered statistically significant, and all statistical tests were 2-sided. Statistical analyses were performed using R version 3.4.2 (R Foundation for Statistical Computing, Vienna, Austria; https://www.R-project.org/).

### Chemicals and reagents

Reagents were obtained from Qiagen (Hilden, Germany), Millipore (MA, USA), Randox (Antrim, UK), Roche Applied Science (Upper Bavaria, Germany) and Sigma Aldrich (MO, USA). Reagents for electrophoresis were obtained from Thermo Fisher Scientific (MA, USA) and BioRad (CA, USA). Antibodies were from Abcam (TX, USA), Abnova (Taipei, Taiwan), Cell Signaling (MA, USA) and Sigma Aldrich.

### Biochemical assays

Plasma ALT (alanine transaminase) and AST (aspartate transaminase) activity was determined by colorimetric kits (Randox, UK) accordingly with the manufacturer’s instructions.

### Animal experimentation

Wild-type (Wt) C57BL/6 mice (Envigo, Gannat, France) were bred and maintained according to the FELASA guidelines and local guidelines from the Animal Experimental Ethics Committee Charles Darwin (CEEA-005; protocols #25000-2020040718432518, #31411-2021050411267667 v3, #34537-2022010210461547, #34538-2022010215486066, and #34589-2022010916126141). All experimental protocols were reviewed and approved by the CEEA-005 Ethics Committee. Mice were housed in a temperature-controlled environment with 12 h light/dark cycles and were provided with chow and water ad libitum. All mice were sacrificed, plasma were collected and livers were snap-frozen in liquid nitrogen and stored at −80 °C, or fixed in 4% buffered paraformaldehyde overnight at 4 °C and embedded in paraffin.

### Neutralization of ACBP/DBI by passive immunization

The custom-made monoclonal antibody against DBI (anti-DBI, clone 7G4a, Fred Hutch Cancer Center) [8] or isotype IgG (Bioxcell, NH, USA) was administered in vivo (standard dose: 5 µg/g body weight, B.W., intraperitoneally, i.p., in 200 µL) at the indicated periodicity. This protocol of periodic anti-DBI neutralization reduces circulating ACBP/DBI plasma level to approximately 50% of the level observed in mice receiving the control isotype IgG [8, 10].

### In vivo MASH models

Male 8 weeks old mice were fed with three major types of diets to induce MASH (i) Methionine and choline deficient diet (MCD) (ii) Western diet (WD) or (iii) WD plus carbon tetrachloride (CCl_4_) [23]. The animals were randomized to start the neutralization of ACBP/DBI by passive immunization while maintaining the diets in a curative setting. (i) Mice were fed with regular chow diet (RCD) or MCD (AIN-76 safe diet, Essingen, Germany), and after 4 weeks, two groups of mice were injected with anti-DBI or IgG by several doses for 2 weeks. (ii) Mice received a Western diet (WD, i.e., a high-fat, high-fructose and high-cholesterol diet, MD.120528, Envigo), along with high-sugar water (23.1 g/L fructose plus 18.9 g/L glucose), and after 16 weeks, anti-DBI or IgG was regularly administrated for 4 weeks. (iii) Mice were fed with WD high-sugar water and then received weekly i.p. injections of CCl_4_ (1:10 diluted in corn oil, Sigma-Aldrich) at a final dose of 2 μL/g of body weight [24], and after 10 weeks, groups of mice were injected with repeated doses of anti-DBI or IgG for 4 weeks. Control animals were injected i.p. with the vehicle olive oil (Sigma Aldrich). In all experiments, fresh food was provided at least once per week and body weights were recorded weekly.

### In vivo ASH model

To induce model of advanced alcoholic steatohepatitis (ASH) with fibrosis, male 8 weeks old mice were fed with ethanol liquid diet in combination with CCl_4_ injections as described [25]. Briefly, mice were acclimated with Lieber-DeCarli liquid diet [26]. After 3 days, mice were gradually fed with Lieber-DeCarli liquid diet plus 2% ethanol (vol/vol) for a period of 2 weeks, which was increased to 4% for 2 weeks and then 5% for 4 weeks. During the treatment with ethanol, 0.5 µl/kg CCl_4_ or olive oil was administrated i.p. biweekly over 8 weeks. One day before the end of week 4, some mice were injected with IgG or anti-DBI (5 µg/g) and injected biweekly with the same antibodies until week 8. Mice were euthanized 24 h following the last dose of CCl_4_.

### Histopathology

Liver sections, sliced to 5 µm thickness from paraffin blocks, were stained with hematoxylin-eosin-safranin (HES) or Sirius Red and were evaluated by an experienced pathologist blinded to the features of the animal groups. All slides were scanned with an AxioScan Z1 microscope (Carl Zeiss, Jena, Germany). The NAFLD activity score was assessed using the NAFLD scoring system for mouse models [27]. Briefly, steatosis grade was classified as follows: grade 0, 1, 2, and 3 with macrovesicular steatosis present in less than 5%, 5% to 33%, 34% to 66%, and more than 66% of the hepatocytes, respectively. Lobular inflammation was scored as follows: 0 (no foci), 1 (<2 foci), 2 (2-4 foci), and 3 (>4 foci). Ballooning was classified as 0 (none), 1 (few balloon cells), and 2 (many balloon cells). The NAFLD activity score was calculated for each liver biopsy based on the sum of scores for steatosis, inflammation, and ballooning. In addition, liver fibrosis staging (Metavir score) was defined as follows: 0 (none), 1 (perisinusoidal and/or pericentral), 2 (incomplete central/central bridging fibrosis), 3 (complete central/central bridging fibrosis), and 4 (definite cirrhosis). The severity of hepatic ASH was graded according to Suzuki’s criteria on a scale from 0 to 4. None as 0%, minimal as 10%, mild as 11–30%, moderate as 30-60%, and severe as >60% necrosis, congestion, or centro-lobular ballooning were assigned as grade 0, 1, 2, 3, and 4, respectively [28].

### Liver extracts

Tissues were homogenized in 2 cycles for 20 s at 5500 rpm using a Precellys 24 tissue homogenator (Bertin Technologies, Montigny-le-Bretonneux, France) in 20 mM Tris buffer (pH 7.4) containing 150 mM NaCl, 1% Triton X-100, 10 mM EDTA and Complete® protease inhibitor cocktail (Roche Applied Science) for protein or in QIAzol (Qiagen) for RNA. Protein homogenates were centrifuged at 12,000 × *g* at 4 °C for 15 min and supernatants were collected. Protein concentrations in supernatants were analyzed by the bicinchoninic acid technique (BCA protein assay kit, Thermo Fisher Scientific). Homogenate RNA was purified with RNeasy Mini Kit (Qiagen) according to the manufacturer’s instructions. The concentration and integrity of total RNA were analyzed using electrophoretic separation on microfabricated chips in an Agilent 2100 Bioanalyzer System (Agilent, CA, USA).

### Whole transcriptome analysis

For RNA-sequencing library preparation, 1.5 μg total RNA per sample was analyzed by means of on NovaSeq 6000 PE150 instrument (2 × 150 bp, 40 million reads per sample). For RNA-sequencing data analysis, pseudo-alignment and quantification were performed using the HISAT2 algorithm (reference genome GRCm39). Subsequently, correlation analysis of principal component study and differential expression analysis were performed with the DESeq2 package. The analyses of the differential gene expression were ran using the parametric Wald test with Benjamini–Hochberg adjustment (p-adj). Genes were expressed using Z-score normalization and were considered differentially expressed log2 (fold change) (cut-off) was ≥1.5 or ≤1.5 with adjusted *p* values < 0.05 and and then subjected to GSEA (Gene Set Enrichment Analysis), based on gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG). R software was used to draw the graphs.

### Immunodetection of proteins

For western blot analyses, protein extracts were boiled for 5 min in Laemmli sample buffer, and equal amounts of protein (20–30 μg) were separated on 4–12% Bis-Tris acrylamide precast gels (Thermo Fisher Scientific) and electro-transferred to PDVF membranes (BioRad). The transfer of proteins from PDVF membranes was conducted at a constant voltage of 100 V at 4 °C for 1 h30 min. Unspecific binding sites of the membranes were saturated by incubating for 1 h in 0.05% Tween 20 (v:v in TBS) supplemented with 5% non-fat powdered milk (w:v in TBS). Subsequently, proteins were determined by overnight incubation of membranes with primary antibodies specific for α-SMA (#A2547, Sigma Aldrich), collagen 1A1 (#234167, Sigma Aldrich), MAP1LC3B/LC3B (#2775, Cell signaling), and SQSTM1/p62 (#H00008878-M01, Abnova). Glyceraldehyde-3- phosphate dehydrogenase antibody (#2118, Cell signaling) was used to control equal loading of lanes. The blots were revealed using appropriate horseradish peroxidase (HRP)-labeled secondary antibodies (Southern Biotech, AL, USA) plus SuperSignal West Pico chemoluminescent substrate (Thermo Fisher Scientific). Different exposure times were utilized for each blot with a charged coupling device camera in a luminescent image analyzer LAS 4000 (GE Healthcare, IL, USA) to ensure the linearity of the band intensities. Quantification of proteins was carried out by densitometric analysis of the bands using ImageJ software (http://imagej.nih.gov) and was expressed as relative expression levels.

### Human ACBP/DBI ELISA

High binding 96 well plates (Corning) were coated with antibody using the following procedure: 100 µL/well of anti-ACBP/DBI capture antibody (Human: MBS768488), diluted in PBS at a final concentration of 1 μg/mL, was added and incubated for overnight at 4 °C. The plate was rinsed twice with washing buffer (0.05% Tween 20 in PBS) before the addition of 100 µL sterile blocking buffer (1% BSA, 0.05% Tween 20 in PBS) to each well and after 2 h of incubation at room temperature. One hundred microliters of samples or standard, i.e., recombinant human ACBP/DBI protein generated as reported [29], were added (human serum 1/50 dilution). Plates were incubated for 2 h at RT and then rinsed 3 times with washing buffer before the addition of 100 µL of anti-ACBP/DBI detection antibody (Human: LS-C299614), diluted to 1 μg/mL in PBS. Plates were incubated for 1 h at RT, rinsed 3 times with washing buffer, and incubated for 30 min at RT with 100 µL of HRP Avidin diluted in PBS (1/5000 for human). Plates were washed 4 times with washing buffer, 100 µL of 1-Step Ultra TMB-ELISA substrate solution (Thermo Fisher Scientific, #34029) was added and incubated for 10–30 min at RT in the dark until colorizing. Immediately after 50 µL of stop solution (2 M H_2_SO_4_) was added and the absorbance was measured at 450 nm in a microplate reader (FLUOstar OPTIMA).

### Liver and plasma preparation and metabolomic analysis

Livers (30 mg) were transferred to 2 mL-homogenizer tubes with ceramic beads (Hard Tissue Homogenizing CK28, 2.8 mm zirconium oxide beads; Precellys, Bertin Technologies), containing 1 mL of ice-cold extraction mixture (metOH/water, 9/1, −20 °C, with a cocktail of internal standards). The samples were homogenized in Precellys 24 tissue homogenize (3 cycles of 20 s/5000 rpm), followed by centrifugation (10 min at 15,000 × *g*, 4 °C), and collection of the supernatants. For plasma metabolomics, samples (25 μL) were mixed with 250 µL of the of ice-cold extraction mixture, allowing protein precipitation and metabolite extraction, then vortexed and centrifuged (10 min at 15,000 × *g*, 4 °C). After liver homogenate or plasma centrifugation, supernatants were collected and divided in several fractions, and treated following published protocols [10].

Analyses of bile acids, polyamines, and small/polar organic acids analyses were performed by LC–MS/MS with a 1290 UHPLC (Ultra-High Performance Liquid Chromatography) coupled to a QQQ 6470 (Agilent Technologies). Bile acids were subjected to multiple reaction monitoring (MRM) in negative polarity, when gas temperature was set to 310 °C with a gas flow of 9 L/min. Capillary voltage was set to 4.5 kV. Ten microliters of sample were injected on a Poroshell 120 EC-C8 1200bars (P/N 981758-902, 100 mm × 2.1 mm particle size 1.9 µm) column (Agilent technologies), protected by an XDB-C18 (5 mm × 2.1 mm particle size 1.8 μm) guard column and heated at 40°C in a Pelletier oven. The gradient mobile phase consisted of water with 0.2% of formic acid (A) and acetonitrile/isopropanol (1/1; v/v) (B). The flow rate was set to 0.5 mL/min, and the gradient was generated as follows: initial condition was 70% phase A and 30% phase B, changing to 38% phase B over 2 min, kept at 28% phase B for 2 minutes, and finally switching from 38% to 60% phase B over half a minute. Columns were washed using 98% mobile phase B for 2 min and equilibrated using 30% mobile phase B for 1.5 min before repetition of the cycle with another sample. The autosampler was kept at 4°C [30]. Polyamines were analyzed by MRM analysis in positive polarity, at a gas temperature of 350°C with a gas flow of 12 l/min. The capillary voltage was set to 2.5 kV. Ten μl of sample were injected on a Kinetex C18 (150 mm × 2.1 mm particle size 2.6 µm) column from Phenomenex, protected by a C18 (5 mm × 2.1 mm) guard column and heated at 40°C in a Pelletier oven. The gradient mobile phase consisted of water with 0.1% of heptafluorobutyric acid (HFBA, Sigma-Aldrich) (A) and acetonitrile with 0.1% of HFBA (B). The flow rate was set to 0.4 ml/min, and the gradient was generated as follows: the initial condition was 95% phase A and 5% phase B. Molecules were then eluted using a gradient from 5% to 30% phase B over 7 min. The column was washed using 90% mobile phase B for 2.25 min and equilibrated using 5% mobile phase B for 4 min [30]. Small organic acid ketone bodies and polar metabolites (so-called SF method) were analyzed by MRM in both positive and negative polarity, and gas temperature was set to 300°C with a gas flow of 12 L/min. Capillary voltage was set to 4 kV in the positive and 5 kV in the negative polarity mode. Ten μl of sample were injected into a Zorbax Eclipse XDB- (P/N 981758-902, 100 mm × 2.1 mm particle size 1.8 µm 1200 bars) column from Agilent technologies, protected by a XDB-C18 (5 mm × 2.1 mm particle size 1.8 μm) guard column and heated at 50°C in a Pelletier oven. Gradient mobile phase consisted of water with 0.1% of formic acid (A) and 0.1% of formic acid in acetonitrile (B). Flow rate was set to 0.7 mL/min, and the gradient was generated as follows: the initial condition was 80% phase A and 20% phase B for 3 minutes, changing to 45% phase B over 4 minutes before rinsing and equilibrating before next injection. Widely targeted GC-MS/MS and pseudo-targeted analysis by UHPLC-HRAM (ultra-high performance liquid chromatography—high-resolution accurate mass) was performed on a U3000 (Dionex)/Orbitrap coupled to a q-Exactive (Thermo). All targeted treated data were merged and cleaned with a dedicated R (version 4.0) package (@Github/Kroemerlab/GRMeta).

### Data analyses

Data are represented as means ± SEM. Graphpad was used for identifying outliers. Unpaired two-tailed Student’s t-test or one-way analysis of variance (ANOVA) followed by Bonferroni post hoc multiple comparison test were used for dual or multiple comparisons, respectively. The Wilcoxon test was used for analyzing body weight curves**’**. Analyses were performed using the statistical software GraphPad Prism 9. For RNAseq analysis, p value from multiple groups was calculated by Kruskal Wallis test followed by Dunn´s post hoc test. For metabolic analysis, the Mann-Whitney test and Kruskal Wallis test followed by Dunn’s post hoc test were used to calculated p values for dual or multiple groups, respectively. All targeted treated data were merged and cleaned with a dedicated R (version 3.4) package (@Github/Kroemerlab/GRMeta). A *p* < 0.05 was considered as statistically significant.

## Results

### Elevated plasma ACBP/DBI levels in patients with MASLD

We measured ACBP/DBI in a cohort of 398 patients with suspected metabolic dysfunction associated with steatotic liver disease (MASLD) (Supplementary Table 1, Fig. S1). Patients with histologically confirmed metabolic dysfunction associated steatohepatitis (MASH) in liver biopsies exhibited higher ACBP/DBI plasma concentrations than those lacking MASH (Fig. 1A). Similarly, histologically confirmed fibrosis was associated with elevated ACBP/DBI levels (Fig. 1B). ACBP/DBI plasma concentrations also correlated with two clinical scores measuring the severity of liver disease. This applies to the NAFLD score [31], a composite score of clinical parameters (age, body mass index [BMI], diabetes) and laboratory parameters (alanine transaminase [ALT], aspartate transaminase [AST], albumin concentrations, platelet count) (Fig. 1C), as well as to the FIB4 score [32], which only incorporates age, ALT, AST and platelet count (Fig. 1D).

**Fig. 1:**
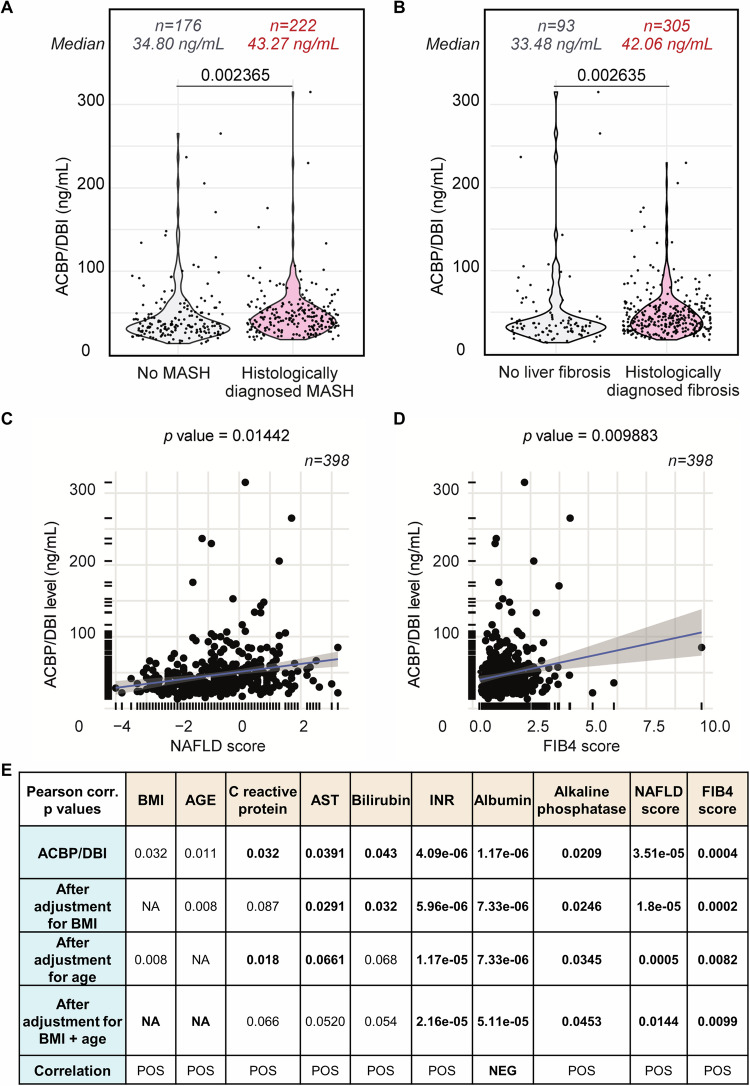
High ACBP/DBI levels in plasma from MASH patients. ACBP/DBI overabundance in patient diagnosed histologically with MASH (**A**) and fibrosis (**B**) shown as violin plots. Statistical comparisons were performed by means of the two-tailed Student**’**s t-test. Positive Spearman correlations of ACBP/DBI level with the backscatter scores for NAFLD (BS_SC NAFLD) (**C**) and for liver fibrosis (BS_SC FIB4) (**D**). ACBP/DBI correlated with several clinical parameters such as body mass index (BMI), age, C reactive protein (CRP), AST (aspartate transaminase), bilirubin, international normalized ratio (INR), albumin, alkaline phosphatase, NAFLD score, and FIB4 score (**E**).

It is important to note that, as previously described [33], ACBP/DBI levels correlate with age and BMI in this cohort (Fig. 1E). However, the correlations with histological signs of liver disease (Fig. 1A, B) or clinical scores (Fig. 1C, D) remained significant after adjustment for age and BMI (Fig. 1A–E). ACBP/DBI plasma levels also correlated with individual laboratory parameters indicating inflammation (C-reactive protein), hepatocyte damage (AST), three signs of liver dysfunction (high bilirubin; high international normalized ratio [INR], which is elevated when blood clotting is slowed; low albumin), as well as with serum alkaline phosphatase (which increases in hepatitis and cirrhosis) [34]. Of note, the positive correlations with INR and serum alkaline phosphatase, as well as the negative correlation with albumin, remained significant after adjustment for age and BMI (Fig. 1E).

Altogether these clinical correlations suggest that elevated plasma ACBP/DBI is a biomarker of MASH. We therefore decided to investigate the role of ACBP/DBI in preclinical models of active fatty liver disease, hence administering a neutralizing anti-ACBP/DBI mAb to mice with manifest MASH and/or fibrosis.

### Anti-ACBP/DBI mAb attenuates MASH induced by a methionine/choline-deficient diet

Mice fed a methionine/choline-deficient diet (MCD) for 4 weeks exhibit histological signs of NAFLD, mostly MASH without fibrosis (Fig. 2A–C), coupled to a modest increase in ALT and AST levels (Fig. 2D, E), meaning that the disease process is active. At this point, we started injections of anti-ACBP/DBI mAb or as a control an isotype (IgG2a)-matched antibody (IgG) while continuing the MCD until week 6. Comparison of these two groups demonstrated a strong NAFLD-inhibitor effect of ACBP/DBI neutralization as well as a reduction of ALT and AST levels (Fig. 2B–E). NAFLD activity as well as ALT + AST concentrations increased from weeks 4–6 in the control groups but were stopped in their progression if ACBP/DBI was inhibited during the last 2 weeks of the experiment (Fig. 2C–E). Of note, AST levels measured at 6 weeks of MCD diet combined with anti-ACBP/DBI were significantly lower than at 4 weeks, indicating that ACBP/DBI neutralization could normalize this parameter to control levels (Fig. 2E).

**Fig. 2:**
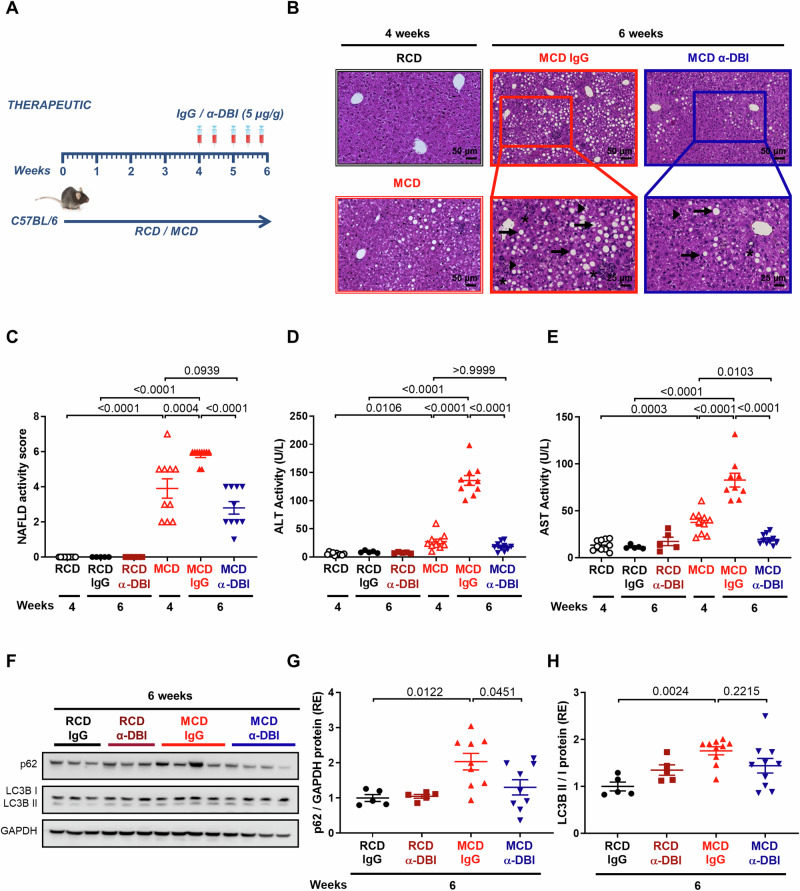
ACBP/DBI neutralization in vivo protects against MCD-induced hepatic steatosis, inflammation, and ballooning in curative setting. **A** Experimental strategy of the MASH injury induced by MCD for 4 weeks (control with regular chow diet [RCD]) in C57BL/6 mice. The diet was maintained for 2 weeks and α-DBI or IgG (5 μg/g B.W.) was administrated 1 d before week 4 and biweekly during the diet. **B**–**H** α-DBI attenuates MASH produced by MCD diet through autophagy activation. Hepatic HES images (**B**), NAFLD activity score (**C**), ALT (**D**) and AST (**E**) activity in plasma from mice treated with α-DBI or IgG. Representative Western blots (**F**) and densitometric analysis of p62 (G) normalized against GAPDH and the ratio LC3B II/I (**H**) (both expressed as relative expression, RE) from liver extracts (*n* = 5–10 mice per group). Inflammation foci, macrosteatosis, and microsteatosis vesicular were indicated as asterisk, arrows and arrowheads, respectively. Data are represented as means ± SEM. Statistical analyses (*p* values) were calculated by ANOVA test.

Anti-ACBP/DBI reduced the liver concentrations of the autophagic substrate sequestosome-1 (STQM1, best known as p62) (Fig. 2F–H), in line with the well-known autophagy-stimulatory action of this antibody [8, 10, 14]. In addition, ACBP/DBI inhibition increases the abundance of multiple MASH-associated bile acid metabolites (Fig. S2). RNA sequencing (RNAseq) revealed that ACBP/DBI inhibition for two weeks did not induce major changes in the hepatic transcriptome in mice receiving a regular chow diet (RCD). 

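The effect of the anti-ACBP/DBI mAb (anti-DBI) on the hepatic transcriptome was measured by RNAseq of the livers of 30 male C57BL/6 mice. The mice were fed RCD or MCD, a diet deficient in methionine and choline, for 6 weeks. RCD was a regular chow, and no group received the MCD diet with methionine and choline added. Changes between MCD and RCD therefore do not separate this deficiency from other differences between the diets. Anti-DBI or the isotype control antibody (IgG) was injected at 5 µg/g, 2 times per week, over the last 2 weeks. There were 5 mice in the RCD IgG group, 5 in the RCD anti-DBI group, 10 in the MCD IgG group and 10 in the MCD anti-DBI group. The authors provide a table of counts for 55487 genes with 1 column per liver. Its header names STAR, featureCounts and GRCm38, whereas the methods of the paper name HISAT2 and GRCm39. Gene positions are given as in that table, on GRCm38. The total count per liver was 8.36 to 13.4 M (1 M is 1e+06 counts) in RCD IgG (median 11.3 M), 10.5 to 14 M in RCD anti-DBI (median 13.2 M), 10.3 to 15.8 M in MCD IgG (median 12.9 M) and 11.1 to 21.7 M in MCD anti-DBI (median 18 M). The paper's stated depth is 40 M reads per sample, a number of sequenced reads, and all values here use the counts assigned to genes.

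For each comparison, only the libraries of its 2 groups were fitted. Genes with low counts were left out with filterByExpr, libraries were scaled by TMM, and edgeR's quasi-likelihood test was used with an adjusted p under 0.05 and no limit on the fold change. Because the methods state a limit of 1.5 on the log2 fold change and the legend of Fig. 3 a limit of 1, counts at both limits are given as well. Levels are counts per 1e+06 counts (CPM) after TMM scaling. In all, 38 gene lists with 670 genes (669 found in the table), and the rule for the genes named, were fixed before the counts were examined. The labels of Fig. 3B to E, which the study chose on these samples, had been seen by then. Several lists hold some of them, among them those of chemokines, NF-kB feedback and P450 enzymes, and are not fully independent evidence. Each list was tested with camera at a preset correlation of 0.01 between its genes, and again with the correlation estimated from the libraries. Scaling by the upper quartile instead of TMM shifted the median log2 fold change of all genes by 0.0775 in MCD IgG versus RCD IgG, and less in the other comparisons. The libraries MCD anti-DBI 5 and MCD anti-DBI 10 were nearly alike: of 9440 genes with at least 200 counts in the pair, 8 differed by more than 1.5-fold, and every other pair of 1 group had at least 133. Their counts differed by more than the sampling noise (chi-square per degree of freedom 1.67), which does not settle whether they come from 1 mouse or 2. Both were kept in the group of 10, and the counts of changed genes were also made with the pair summed to 1 library.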

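Among mice on RCD, the livers of the anti-DBI group had higher mRNA levels of acute phase proteins and lower levels of enzymes of fatty acid synthesis than those of the IgG group. Of 16 measured genes of the acute phase response, 12 rose and none fell (14 higher when adjusted over the list alone), with a median log2 fold change of 0.93. This list passed camera (adjusted p = 9.97e-23), also with adjusted p = 0.031 with an estimated correlation. Saa1 (ENSMUSG00000074115, chromosome 7, 46740497 to 46742980) encodes serum amyloid A1, which hepatocytes secrete during inflammation. Its level was 27.3 ± 10.7 CPM (SD, n = 5) in RCD IgG and 1490 ± 738 CPM (SD, n = 5) in RCD anti-DBI, a log2 fold change of 5.78 (standard error 0.37, adjusted p = 2.27e-06 from edgeR). Its neighbour and paralog Saa2 (ENSMUSG00000057465, chromosome 7, 46751790 to 46754313) went from 11.6 ± 3.5 to 1330 ± 844 CPM (SD, n = 5 each). Fgl1 (ENSMUSG00000031594, chromosome 8, 41191434 to 41215156), which encodes a protein secreted by hepatocytes, rose by a log2 fold change of 2.18 (standard error 0.134). Hp (haptoglobin), Orm2 (orosomucoid 2), Itih4 (an inter-alpha-trypsin inhibitor heavy chain), Lrg1 (a secreted glycoprotein) and Lcn2 (lipocalin 2, which binds bacterial siderophores) rose with log2 fold changes of 1.32, 2.84, 0.97, 1.43 and 4.52. Of all 16 measured genes of the list, whether called or not, 12 had all 5 RCD anti-DBI livers above all 5 RCD IgG livers, which chance gives for 0.397% of genes. That percentage holds for a single gene. Genes of a list can vary together, so it does not give the chance of 12 at once.

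Of 17 genes of fatty acid synthesis and desaturation, 7 fell and none rose (12 lower when adjusted over the list alone). The list had a median log2 fold change of -0.73 and a camera adjusted p of 1.75e-10 (adjusted p = 0.286 with an estimated correlation). Acaca, which encodes acetyl-CoA carboxylase, the enzyme that commits acetyl-CoA to fatty acid synthesis, went from 247 ± 36.4 to 122 ± 21.8 CPM (SD, n = 5 each), a log2 fold change of -1.01 (standard error 0.127, adjusted p = 0.00052 from edgeR). The fatty acid elongase Elovl6, ATP citrate lyase Acly and Srebf1, the transcription factor that drives this pathway, fell by 1.98, 1.22 and 0.97 on the log2 scale. Markers of Kupffer cells, the resident macrophages of the liver, were higher: 4 of 8 rose and none fell (6 higher when adjusted over the list alone), namely Marco, Folr2, Timd4 and Cd5l, with log2 fold changes of 1.30, 0.57, 0.62 and 0.54. The camera adjusted p of this list was 3.09e-05 (adjusted p = 0.286 with an estimated correlation). Among the 20 interferon-stimulated genes 4 rose and none fell (5 higher when adjusted over the list alone), led by Cmpk2 at a log2 fold change of 0.91. Among 32 genes of oxidative phosphorylation 5 fell and none rose (15 lower when adjusted over the list alone), led by Sdhb at -0.32. Camera gave adjusted p values of 2.32e-05 and 6.48e-12 for these lists, and each had adjusted p = 0.286 with an estimated correlation. Of 15 markers of monocytes and macrophages 3 rose (Mpeg1, Ctss and Lyz2; 6 when adjusted over the list alone), and of 33 extracellular matrix genes 1 rose (Col6a3; none when adjusted over the list alone). Camera passed both (adjusted p = 0.000599 and 0.0121), with adjusted p = 0.542 and 0.832 with an estimated correlation, and the matrix list had adjusted p = 0.0824 in a fit over all 30 libraries. Dbi, which encodes ACBP/DBI itself, had a log2 fold change of 0.03 (standard error 0.0688, adjusted p = 0.856 from edgeR), with 588 ± 41.1 CPM in RCD IgG and 600 ± 45.1 CPM in RCD anti-DBI (SD, n = 5 each). Of 21 tested genes of the circadian clock, a list made after the values were seen, 13 changed, 3 of them higher and 10 lower.

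Across all 12699 genes tested, 772 (6.08%) changed, 372 of them higher and 400 lower. With a log2 fold change of at least 1 in size there were 94 genes (0.74%), 55 higher and 39 lower, and with at least 1.5 there were 30, 23 higher and 7 lower. A single fit over all 30 libraries called 333 genes, and Acaca, Acly, Marco, Folr2, Timd4, Cd5l, Mpeg1, Ctss, Lyz2 and Col6a3 then did not pass. The Kruskal-Wallis test with Dunn's test called 215 genes. Here and below, that test was adjusted over the pairs of groups but not over genes, unlike the other tests. EdgeR called 471 without RCD IgG 5 and 470 without RCD anti-DBI 3, and Timd4, Cd5l, Ctss and Lyz2 did not pass with the replicate number as a block.

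**Figure D1:**
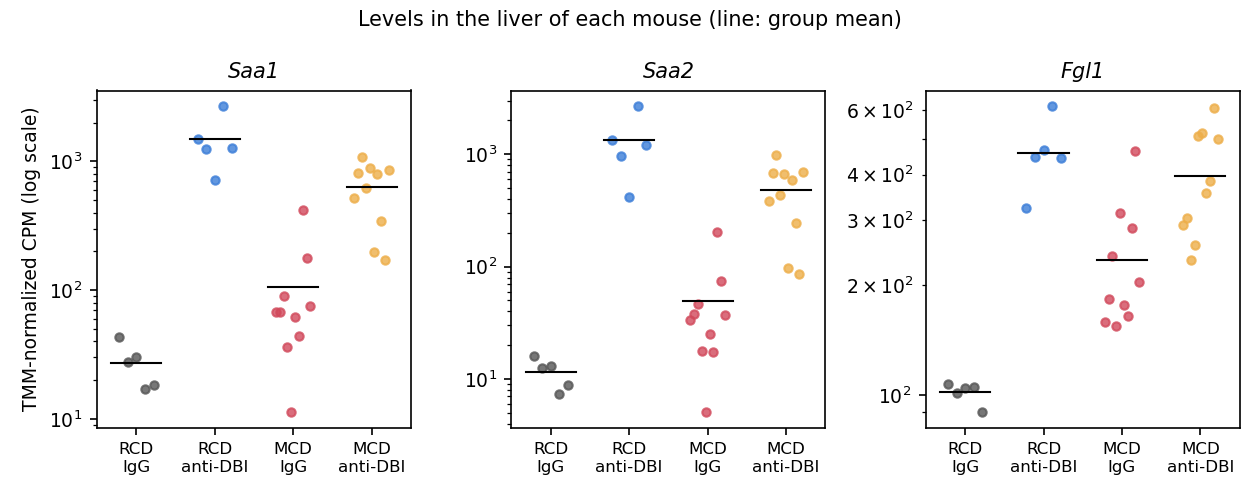
TMM-normalized CPM of Saa1, Saa2 and Fgl1 in the liver of each mouse (log scale), with 5 mice per RCD group and 10 per MCD group. Lines are group means. The 5 RCD anti-DBI livers lie between 716 and 2700 CPM for Saa1, and the 5 RCD IgG livers between 16.9 and 43.5 CPM.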

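MCD lowered the mRNAs that male mouse livers hold at higher levels than female livers and raised those that female livers hold at higher levels. It also raised genes of macrophages, extracellular matrix, cell division and the amino acid response. All 23 measured male-biased genes fell (23 when adjusted over the list alone), with a median log2 fold change of -4.77 and a camera adjusted p of 4.25e-22 (adjusted p = 0.0633 with an estimated correlation). Several genes of this list are paralogs of the Mup family. Reads shared between them were not tested for, so here and below they may not be separate observations. Mup3 (ENSMUSG00000066154, chromosome 4, 62083476 to 62087342) encodes a major urinary protein, a pheromone carrier secreted by the liver of males. Its level was 9150 ± 823 CPM (SD, n = 5) in RCD IgG and 130 ± 29.4 CPM (SD, n = 10) in MCD IgG, a log2 fold change of -6.13 (standard error 0.149, adjusted p = 7.83e-16 from edgeR). Its paralog Mup7 had a log2 fold change of -9.81, and Srd5a1, which encodes a steroid 5-alpha-reductase, and Keg1, an acyltransferase gene, had log2 fold changes of -2.58 and -3.87. Of 18 measured female-biased genes, 16 rose and Cyp2b10 fell (16 and 1 when adjusted over the list alone, camera adjusted p = 1.66e-07, and adjusted p = 0.126 with an estimated correlation). The cytochrome P450 genes Cyp2b9 and Cyp2a4 had log2 fold changes of 8.11 and 9.18.

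Of 20 markers of monocytes and macrophages, 18 rose and none fell (18 when adjusted over the list alone, camera adjusted p = 2.4e-08, and adjusted p = 0.282 with an estimated correlation). Gpnmb, a marker of lipid-laden macrophages, went from 0.295 ± 0.212 CPM (SD, n = 5) in RCD IgG to 359 ± 230 CPM (SD, n = 10) in MCD IgG, and Lgals3, which encodes galectin-3, had a log2 fold change of 4.43. Among neutrophil markers 4 rose and none fell (median log2 fold change 2.41), and among cholangiocyte markers 5 rose and none fell (median 0.615). Both of these lists passed camera with the preset correlation, but not with an estimated correlation (adjusted p = 0.282 and 0.437). Kupffer cell markers moved in both directions: Clec4f, Cd163, Folr2 and Timd4 fell, Clec1b and Marco rose, the count was unchanged when adjusted over the list alone, and the list of 8 did not pass camera (adjusted p = 0.271). Among 23 chemokines and cytokines 16 rose, while Il18 and Ccl24 fell. Ccl2 (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453), which encodes the ligand that attracts monocytes, went from 0.281 ± 0.103 to 6.23 ± 2 CPM (SD, n = 5 and 10). Of 15 genes of NF-kB feedback and adhesion 11 rose and Birc3 fell. Both lists gave the same counts when adjusted over the list alone and passed camera (adjusted p = 8.16e-05 and 0.000611), each with adjusted p = 0.282 with an estimated correlation. In the list of extracellular matrix and stellate cell activation, 34 of 38 genes rose and Fn1 fell (34 and 1 when adjusted over the list alone), with a camera adjusted p of 2.78e-07 (adjusted p = 0.379 with an estimated correlation). The matrix metalloproteinase genes Mmp12 and Mmp13 and the platelet-derived growth factor receptor gene Pdgfra had log2 fold changes of 8.15, 4.32 and 1.47. Of 29 genes of the cell cycle 25 rose and none fell (26 when adjusted over the list alone), with log2 fold changes of 2.86 for Ccnd1 (cyclin D1) and 2.49 for the proliferation marker Mki67 (camera adjusted p = 1.5e-05, and adjusted p = 0.441 with an estimated correlation). Markers of endothelial cells fell in 11 of 12 cases (11 when adjusted over the list alone), among them the vascular growth factor receptor gene Kdr and the cadherin gene Cdh5 at log2 fold changes of -1.24 and -1.34 (camera adjusted p = 2.36e-05, and adjusted p = 0.282 with an estimated correlation).

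Genes of the amino acid response, the targets of ATF4 that cells induce when amino acids run short, rose in 19 of 23 cases and Shmt2 fell (19 and 1 when adjusted over the list alone, camera adjusted p = 1.08e-06, and adjusted p = 0.282 with an estimated correlation). Asns (asparagine synthetase) and Nupr1 (a stress-induced regulator) had log2 fold changes of 4.85 and 5.75. Fatty acid synthesis fell in 14 of 17 genes, with Fads1, Fads2 and Scd2 higher (14 and 3 when adjusted over the list alone, camera adjusted p = 3.64e-05, and adjusted p = 0.282 with an estimated correlation). Acss2, which makes acetyl-CoA from acetate, and Thrsp, a lipogenic regulator, had log2 fold changes of -2.67 and -2.68. Of 15 genes of lipid droplets and lipid uptake 10 rose, among them Cidec, whose protein fuses lipid droplets, at 4.99 and the fatty acid transporter Cd36 at 2.49, while Fitm1 and Mgll fell (10 and 2 when adjusted over the list alone, camera adjusted p = 0.00244, and adjusted p = 0.282 with an estimated correlation). Bile acid synthesis fell in 11 of 15 genes and rose in 3, Cyp39a1, Acox2 and Hsd3b7 (11 and 3 when adjusted over the list alone, camera adjusted p = 0.00285, and adjusted p = 0.282 with an estimated correlation). Cyp7b1, the hydroxylase of the alternative pathway, went from 156 ± 42.1 to 20.3 ± 5.42 CPM (SD, n = 5 and 10). Of 18 hepatocyte genes 9 fell, while Ahsg and Cyp2e1 rose (9 and 2 when adjusted over the list alone). This list passed camera (adjusted p = 0.00624, and adjusted p = 0.437 with an estimated correlation). Across all 13672 genes tested, 7807 (57.1%) changed, 4084 of them higher and 3723 lower (4789 and 3045 with upper-quartile scaling). With a log2 fold change of at least 1 in size there were 2180 (1510 higher and 670 lower), and with at least 1.5 there were 1178 (878 higher and 300 lower). The count at a limit of 1 was 1172 with at least 10 counts required in every library, 1413 with limma on log2(CPM + 1) and 1321 with the Kruskal-Wallis test and Dunn's test. Ccl24 and Fads1 did not pass with the replicate number as a block. Of 35 lists tested, camera called 15 higher and 8 lower, and none passed with an estimated correlation.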

MCD administered for 6 weeks led to the up- or down-regulation of thousands of genes. These MASH-associated shifts in the transcriptome were largely attenuated in mice receiving anti-ACBP/DBI mAb during the last 2 weeks of the MCD diet (Fig. 3A, B). 

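Most genes that MCD had changed by a log2 fold change of at least 1 were nearer to RCD with anti-DBI than with IgG. Most of these genes still differed from RCD. Of 2014 such genes tested in both comparisons, 1428 (70.9%) changed in the direction opposite to that of the diet, 21 changed further and 565 did not pass. In MCD anti-DBI, 1366 (67.8%) still differed from RCD IgG in the direction of the diet. The shares that moved back were similar for genes higher on MCD (1005 of 1405, 71.5%) and lower on MCD (423 of 609, 69.5%). The shares that still differed from RCD IgG were not: 860 (61.2%) of the genes higher and 506 (83.1%) of the genes lower on MCD. Genes with too few counts for the test against RCD IgG were counted as not differing, which can lower these shares. By size, the share of the MCD change that remained (defined below) had a median of 0.612 for genes higher and 0.654 for genes lower on MCD. The gap between the 2 counts is thus not a like gap in size. Over all 7631 genes called on MCD, 4094 (53.6%) moved back and 154 moved further. Moving back here means a change opposite to that of the diet, with MCD anti-DBI set against MCD IgG after 6 weeks. No liver from the time when the antibody began was sequenced. A return is therefore not told apart from a change that stopped progressing. Cyp2j5 (ENSMUSG00000052520, chromosome 4, 96628773 to 96664154) encodes an epoxygenase of arachidonic acid. Its level was 559 ± 62.3 CPM (SD, n = 5) in RCD IgG, 147 ± 12.6 CPM (SD, n = 10) in MCD IgG and 301 ± 35.7 CPM (SD, n = 10) in MCD anti-DBI, which is a log2 fold change of 1.03 with the antibody (standard error 0.0687, adjusted p = 3.05e-09 from edgeR). Tnfaip3, which encodes the NF-kB inhibitor A20, was at 15.8 ± 2.19 CPM in MCD IgG and 6.22 ± 1.43 CPM in MCD anti-DBI (SD, n = 10 each), and every MCD anti-DBI liver lay below every MCD IgG liver. Its log2 fold change was -1.37 (standard error 0.122, adjusted p = 7.36e-08 from edgeR). The male-biased Mup3 rose to 771 ± 230 CPM (SD, n = 10) and remained below RCD IgG at a log2 fold change of -3.57. The chemokine gene Ccl2 fell to 1.11 ± 0.545 CPM (SD, n = 10) and remained above RCD IgG at a log2 fold change of 1.99. Mki67 fell from 8.87 ± 4.62 to 1.96 ± 0.705 CPM (SD, n = 10 each), and MCD anti-DBI then had a log2 fold change of 0.32 versus RCD IgG, which did not pass (adjusted p = 0.358 from edgeR). Of 17 female-biased genes 6 fell and A1bg rose with the antibody on MCD (6 and 1 when adjusted over the list alone), and the list did not pass camera (adjusted p = 0.0544, and 0.0462 in a fit over all 30 libraries). Cyp2b9 was among those that did not pass: its log2 fold change in MCD anti-DBI versus MCD IgG was 0.13 (adjusted p = 0.571 from edgeR).

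Each liver was also given a score, its position on the line from the mean RCD IgG liver at 0 to the mean MCD IgG liver at 1, over the 7807 genes called on MCD, with each MCD IgG liver left out of its own line. The mean score was 0.992 ± 0.11 (SD, n = 10) in MCD IgG, 0.62 ± 0.075 (SD, n = 10) in MCD anti-DBI and 0.066 ± 0.018 (SD, n = 5) in RCD anti-DBI. With the line drawn from RCD anti-DBI instead, RCD IgG lay at 0.0471 ± 0.037 (SD, n = 5). The value of 0.066 alone therefore does not show a shift of RCD anti-DBI toward MCD. The MCD groups differed by -0.372 and did not overlap. All 10 MCD IgG livers took part in the choice of genes for this score. In a version chosen after seeing the data, 5 MCD IgG livers gave the genes and the line, and only the other 5 were compared with MCD anti-DBI. Over 20 divisions the median difference was -0.364 (range -0.386 to -0.316), and the groups overlapped in none (exact permutation p = 0.000333 in each). To keep the same livers from both choosing and measuring the genes, the MCD IgG mice were divided at random into groups of 5, 20 times. One part chose the genes with RCD IgG, and the other part measured them with RCD anti-DBI. A median share of 0.631 of the MCD change (0.619 to 0.643 over the 20 divisions) remained in MCD anti-DBI. Of the genes so chosen, a median of 56.8% (45.8% to 64.1%) moved back when tested against the other 5 MCD IgG livers, below the 70.9% with the same livers on both sides and with fewer mice in the test. Across 13419 genes, which are not independent replicates, the fold changes of diet and antibody correlated with r = -0.728. Because the MCD IgG livers enter both fold changes, libraries simulated without any effect gave r = -0.432, and with separate MCD IgG livers on each side r was -0.683. The covariance of the fold changes was -0.34 in the data, -0.0128 in the simulation and -0.309 with separate livers (median of the 20 divisions). Between MCD anti-DBI and MCD IgG, 5696 of 13538 genes (42.1%) changed, 2756 of them higher and 2940 lower (2208 and 3517 with upper-quartile scaling). There were 650 genes at a log2 fold change of at least 1 in size (201 higher and 449 lower) and 207 at 1.5 (58 higher and 149 lower). Against RCD IgG, 5084 of 13912 genes (36.5%) differed in MCD anti-DBI. With MCD anti-DBI 5 and MCD anti-DBI 10 summed to 1 library, 5453 genes changed with the antibody. The Kruskal-Wallis test with Dunn's test called 2733 genes with the antibody and 2145 against RCD IgG. At the limit of 1 the number with the antibody ranged from 156 with that test to 1320 without a filter on low counts. From the heat map and the volcano plot of these groups (Fig. 3A, B), the paper states that the changes of the transcriptome that come with MASH were attenuated to a large extent by the antibody. From the gene ontology analyses it states an effect on metabolic mRNAs with a reduction of mRNAs of fibrosis and the immune response.

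**Figure D2:**
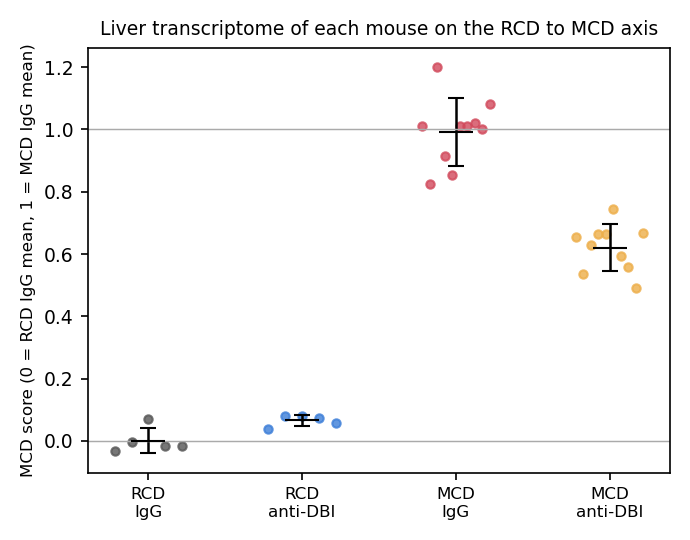
MCD score of the liver of each mouse (no unit), with 5 mice per RCD group and 10 per MCD group, and the bars are the mean and SD of each group. The MCD anti-DBI livers lie between 0.491 and 0.744, and the MCD IgG livers between 0.825 and 1.2.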

Gene ontology analyses indicated a major effect of ACBP/DBI neutralization on mRNAs involved in metabolic processes, with a reduction of fibrosis and immune response-relevant mRNAs (Fig. 3C–E).

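With anti-DBI on MCD, genes of cholesterol synthesis, bile acid synthesis, fatty acid oxidation and the cytochrome P450 enzymes of arachidonic acid rose, and genes of extracellular matrix, chemokines, macrophages and cell division fell. Of 24 genes of cholesterol synthesis and uptake, 22 rose and none fell (23 higher when adjusted over the list alone), with a median log2 fold change of 0.80 and a camera adjusted p of 2.16e-10 (adjusted p = 0.226 with an estimated correlation). Stard4, which carries cholesterol between membranes, Ebp, a sterol isomerase, and Msmo1, a sterol oxidase, had log2 fold changes of 1.13, 0.64 and 1.37. Of 15 genes of bile acid synthesis, 11 rose and none fell (11 when adjusted over the list alone, camera adjusted p = 1.18e-05, and adjusted p = 0.182 with an estimated correlation). Cyp7b1 reached 43.8 ± 7.12 CPM (SD, n = 10), a log2 fold change of 1.10 (standard error 0.13, adjusted p = 1.91e-06 from edgeR), and Cyp8b1, the hydroxylase that makes cholic acid, and Baat, which conjugates bile acids, had log2 fold changes of 1.66 and 0.63. Of 24 genes of fatty acid oxidation 18 rose and Acot2 fell (18 and 1 when adjusted over the list alone, camera adjusted p = 9.37e-05, and adjusted p = 0.383 with an estimated correlation), with log2 fold changes of 0.50 for the carnitine palmitoyltransferase gene Cpt2 and 0.61 for the electron-transfer dehydrogenase gene Etfdh. Oxidative phosphorylation rose in 18 of 32 genes and fell in none (18 when adjusted over the list alone), by small amounts: the median log2 fold change was 0.18, with 0.37 for Atp5c1 of the ATP synthase (camera adjusted p = 5.79e-06, and adjusted p = 0.383 with an estimated correlation). Of 21 cytochrome P450 genes of arachidonic acid metabolism 15 rose and Cyp2c40 fell (16 and 1 when adjusted over the list alone). Of 21 male-biased genes 18 rose and none fell (18 when adjusted over the list alone), with Mup11 at a log2 fold change of 3.85 and the male-biased elongase gene Elovl3 at 3.46. Camera gave adjusted p values of 1.3e-06 and 2.04e-11 for these lists, with adjusted p = 0.186 and 0.182 with an estimated correlation. Of 18 hepatocyte genes 12 rose and none fell (12 when adjusted over the list alone, camera adjusted p = 1.71e-05, and adjusted p = 0.203 with an estimated correlation).

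In the list of extracellular matrix and stellate cell activation, 21 of 38 genes fell and Fn1 rose (25 and 1 when adjusted over the list alone), with a median log2 fold change of -0.49 and a camera adjusted p of 1.14e-05 (adjusted p = 0.383 with an estimated correlation). Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042), which encodes the alpha 1 chain of type I collagen, was at 44.2 ± 25.8 CPM in MCD IgG and 18.4 ± 5.72 CPM in MCD anti-DBI (SD, n = 10 each). This is a log2 fold change of -1.27 (standard error 0.272, adjusted p = 0.000833 from edgeR), and 2 of 10 MCD anti-DBI livers lay below every MCD IgG liver. The log2 fold changes of the collagen genes Col3a1 and Col4a1, of Tgfb1, which encodes the profibrotic cytokine TGF-beta 1, and of Thbs1 (thrombospondin 1) were -1.12, -0.73, -0.63 and -1.32, while that of Fn1 (fibronectin) was 0.26. Of 22 chemokines and cytokines 19 fell and Il18 rose (19 and 1 when adjusted over the list alone, camera adjusted p = 6.74e-07, and adjusted p = 0.182 with an estimated correlation). Ccl2 had a log2 fold change of -2.50 (standard error 0.264, adjusted p = 4.87e-07 from edgeR), and the neutrophil attractant Cxcl2 one of the same size. Of 14 genes of NF-kB feedback and adhesion 11 fell and none rose (11 lower and 1 higher when adjusted over the list alone), among them the NF-kB regulator Tnip1 and the adhesion molecule gene Vcam1 at log2 fold changes of -1.20 and -1.01 (camera adjusted p = 3.75e-06, and adjusted p = 0.186 with an estimated correlation). Of 20 markers of monocytes and macrophages 18 fell and none rose (18 when adjusted over the list alone), among them Ccr2, the receptor for Ccl2, at -1.56 and the endotoxin co-receptor Cd14 at -1.31 (camera adjusted p = 3.54e-06, and adjusted p = 0.383 with an estimated correlation). Of 8 Kupffer cell markers Clec1b fell and none rose (none when adjusted over the list alone), and of 12 endothelial markers Dnase1l3 and Kdr rose and Lyve1 fell (1 and 1 when adjusted over the list alone). Neither list passed camera (adjusted p = 0.905 and 0.377). Of 4 neutrophil markers 3 fell and none rose (4 lower when adjusted over the list alone), and the median log2 fold change was -0.768. Of 10 cholangiocyte markers 3 fell and 1 rose (4 and 1 when adjusted over the list alone, median -0.444). Of 5 genes of blood cells 2 rose and none fell (4 higher when adjusted over the list alone, median 0.405). Camera gave these lists adjusted p = 0.0318, 0.0495 and 0.0345, and each had adjusted p = 0.383 with an estimated correlation. The cholangiocyte list had adjusted p = 0.0833 in a fit over all 30 libraries. Of 7 markers of T and NK cells 2 fell and none rose (2 when adjusted over the list alone), and this list did not pass camera (adjusted p = 0.122). Of 20 interferon-stimulated genes 8 fell and none rose (8 when adjusted over the list alone), with a median log2 fold change of -0.325 and a camera adjusted p of 0.00854 (adjusted p = 0.479 with an estimated correlation). All 9 measured genes of MHC class II presentation fell (9 when adjusted over the list alone), among them the invariant chain gene Cd74 and its activator gene Ciita at log2 fold changes of -0.81 and -0.80 (camera adjusted p = 0.000632, and adjusted p = 0.372 with an estimated correlation). Cell cycle genes fell in 22 of 24 cases (22 when adjusted over the list alone), with log2 fold changes of -2.74 and -1.83 for the spindle genes Tpx2 and Kif20a (camera adjusted p = 2.84e-10, and adjusted p = 0.234 with an estimated correlation). Of 35 lists tested, camera called 11 higher and 12 lower, and none passed with an estimated correlation. Kdr and Il18 did not pass with MCD anti-DBI 5 and MCD anti-DBI 10 summed to 1 library, nor Il18 with the replicate number as a block.

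**Figure D3:**
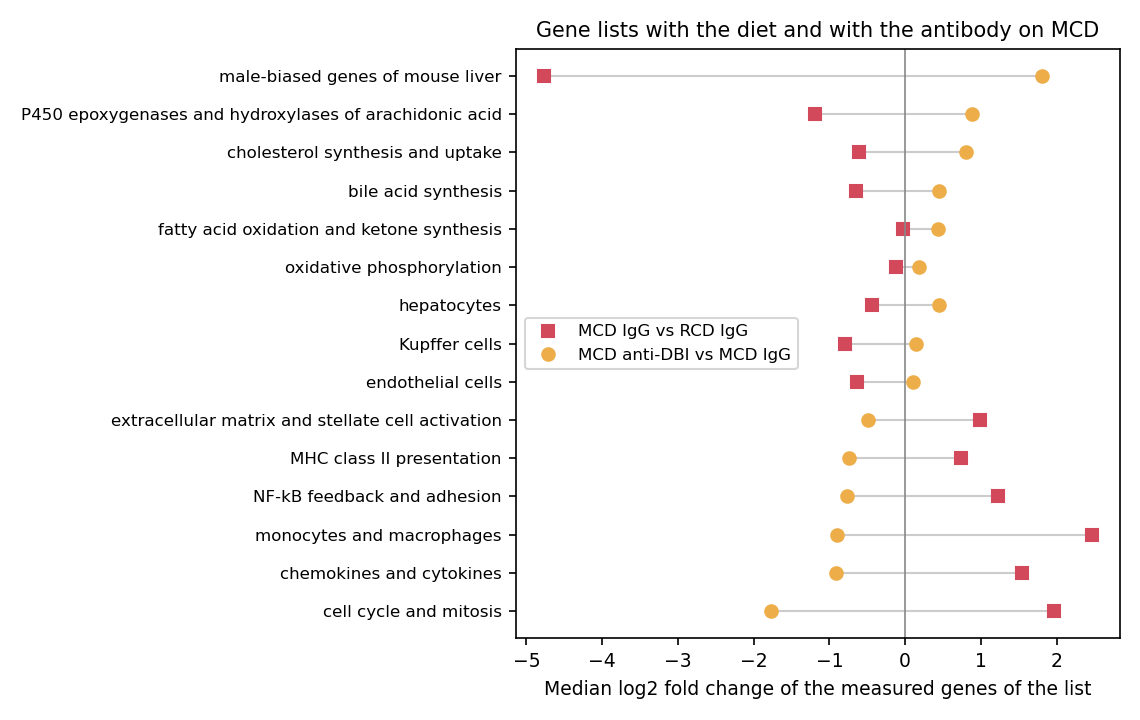
Median log2 fold change of the measured genes of 15 gene lists in MCD IgG versus RCD IgG (squares) and in MCD anti-DBI versus MCD IgG (circles), where lines join the values of a list. The medians of macrophage markers, at 2.47 and -0.90, lie on opposite sides of 0, and that of fatty acid oxidation with the diet (-0.03) changes sign under upper-quartile scaling.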

**Fig. 3:**
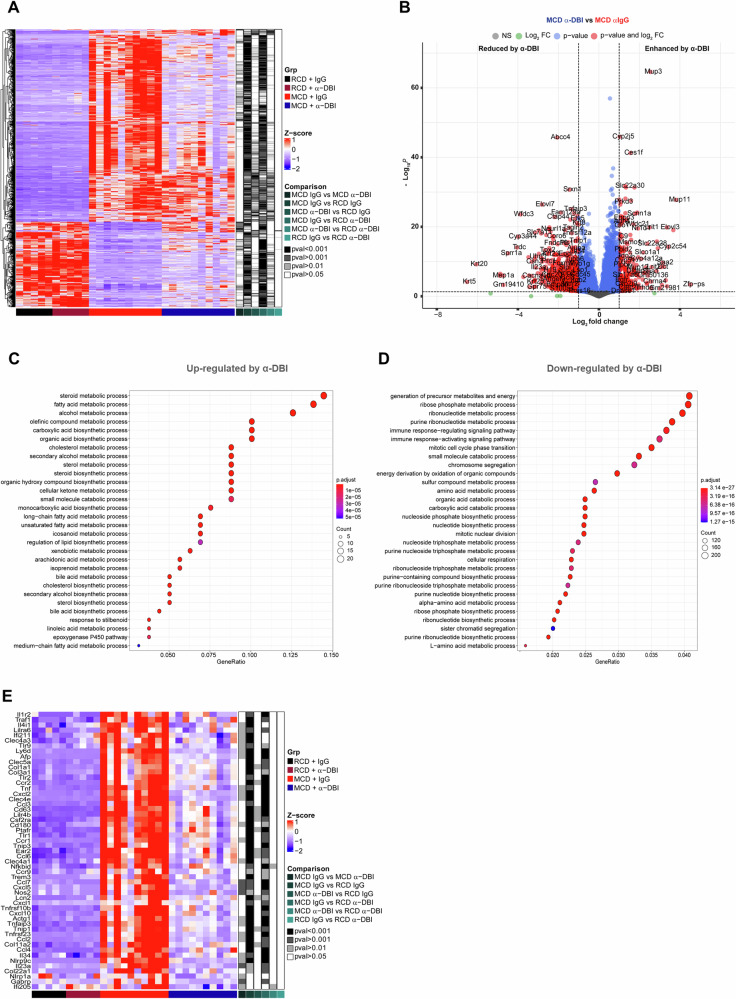
α-DBI therapeutic administration promotes a differential hepatic gene expression profile from whole transcriptome sequencing. Heat map of the hierarchical clustering of genes with fold change ≥1.0 or ≤-1.0 and *p* < 0.05) using Z score for normalized value from mice fed with RCD or MCD and treated with IgG or α-DBI (**A**). Expression level represented as Volcano plot between mice treated with α-DBI versus IgG and fed with MCD (**B**) (n = 10 mice in each group). GSEA-based KEGG pathway enrichment analysis from up-regulated genes (**C**) and downregulated genes (**D**) after α-DBI administration therapeutically. The top most significant pathways are shown in the figures. **E** Heat map of the hierarchical clustering from liver (genes manually curated involved in fibrosis and immune pathways with fold change ≥ ±1.0 and with *p* < 0.05) using Z scores for normalized value from mice fed with RCD or MCD and treated with IgG or α-DBI. Statistical analyses (*p* value) were calculated using Dunn’s test with Bonferroni correction.

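The volcano plot of MCD anti-DBI versus MCD IgG (Fig. 3B) labels genes on both sides, among the higher ones genes of major urinary proteins and cytochrome P450 enzymes and among the lower ones targets of NRF2. Of its 29 readable labels 23 could be tested, and 12 were higher and 11 lower with a log2 fold change of at least 1 in size (12 and 11 when adjusted over the list alone). These labels were chosen by the study on the same samples and are not independent evidence of direction. Among the higher genes, Ces1f, which encodes a carboxylesterase that hydrolyses lipid esters, had a log2 fold change of 1.57 (standard error 0.122, adjusted p = 1.68e-08 from edgeR), and the P450 gene Cyp2c54 and the major urinary protein gene Mup7 had log2 fold changes of 3.55 and 3.72. Abcc4 (ENSMUSG00000032849, chromosome 14, 118482692 to 118706219), which encodes an export pump of bile acids and conjugates, had a log2 fold change of -2.08 (standard error 0.148, adjusted p = 5.65e-09 from edgeR), and all 10 MCD anti-DBI livers lay below all 10 MCD IgG livers. Srxn1 (sulfiredoxin, which restores oxidized peroxiredoxins) and Slc7a11 (the cystine importer) are induced by NRF2, a transcription factor of the response to oxidative stress, and had log2 fold changes of -1.48 and -3.21. The female-biased P450 gene Cyp3a44, the gamma-delta T cell receptor gene Trdc, the epithelial genes Sprr1a and Wfdc3 and the elongase gene Elovl7 had log2 fold changes of -4.11, -4.06, -4.62, -3.88 and -2.85. On MCD versus RCD IgG, 25 of the labels could be tested, 13 of them higher and 12 lower (13 and 12 when adjusted over the list alone). In RCD mice 18 could be tested with the antibody, 1 was higher and none lower (1 and 1 when adjusted over the list alone), and 17 did not pass. Labels with too few counts for the test in MCD mice were Gm19410, Il23a, Krt20, Krt5, Mep1a and Zfp-ps.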

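Genes of fibrosis and immunity labelled in Fig. 3E were lower with anti-DBI on MCD. Of 53 readable labels 39 could be tested in MCD anti-DBI versus MCD IgG, and all 39 were lower by a log2 fold change of at least 1 in size (39 when adjusted over the list alone), with a median of -1.29. The legend states that these genes were curated by hand with limits on fold change and p, and this was done on the same samples, so the count is not independent evidence. The log2 fold changes of Tnf, the macrophage cytokine gene, Il34, which encodes a growth factor of macrophages, Clec4e, a receptor for dead cells and mycobacteria, Ly6d, an epithelial and B cell surface protein gene, and Afp (alpha-fetoprotein, made by fetal and regenerating liver) were -1.71, -1.10, -3.02, -2.90 and -2.09. On MCD versus RCD IgG, 44 of the labels could be tested, and 43 were higher and none was lower (43 when adjusted over the list alone). In MCD anti-DBI versus RCD IgG 32 could be tested, 17 were still higher, none was lower and 15 did not pass (17 when adjusted over the list alone). In RCD mice 24 could be tested with the antibody, 2 were higher and none was lower (2 higher and 1 lower when adjusted over the list alone).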

In conclusion, it appears that ACBP/DBI neutralization can halt (and partially reverse) active MASH in the MCD model even if is administered during an active phase of the disease.

### Anti-ACBP/DBI mAb reduces MASH and fibrosis induced by Western style diet alone or combined with CCl_4_

In the next series of experiments, we fed mice with a high-fat, high-fructose, high-glucose, high-sucrose “Western style” diet (WD) for 16 weeks, hence inducing manifest MASH (Fig. 4A, B) with an elevation of transaminases (Fig. 4D, E) and signs of fibrosis (Fig. 4F, G). When WD was continued for additional 4 weeks in combination with IgG control injections, the disease progressed, leading to manifest fibrosis (Fig. 4F, G). Treatment during this final period with anti-ACBP/DBI mAb significantly (p < 0.05, Anova test with post-hoc Bonferroni correction) attenuated histological MASLD activity (Fig. 4B, C), ALT and AST (Fig. 4D, E) and tended (p = 0.0509) to reduce fibrosis as well (Fig. 4F, G). In the context of WD, anti-ACBP/DBI increased the lipidation of microtubule-associated proteins 1 A/1B light chain 3B (hereafter referred to as LC3) as a sign of autophagy, but failed to reduce the abundance of the autophagic substrate sequestosome-1 (SQSTM1, best known as p62) in the liver (Fig. 4H–J).

**Fig. 4:**
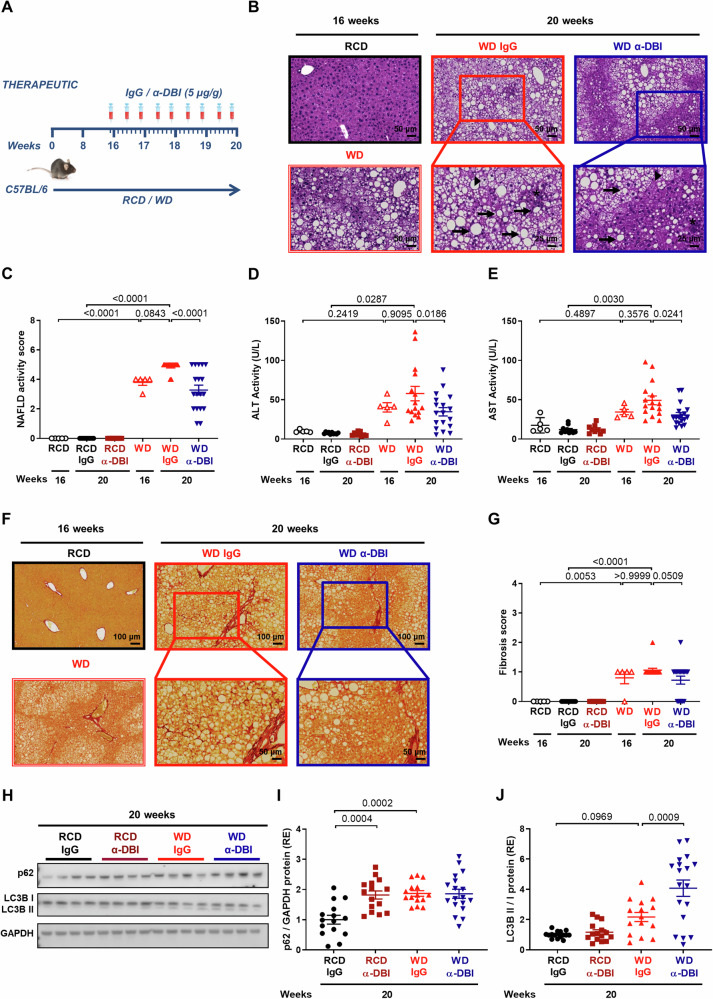
Therapeutic neutralization of ACBP/DBI attenuates MASH induced by Western diet. Schematic diagram of hepatic MASH induced by Western-style diet (WD) in C57BL/6 mice for 16 weeks. The diet was kept for 4 weeks and several doses of IgG or α-DBI (5 µg/g B.W.) was administrated from week 16 to 20 (**A**). **B**–**J** α-DBI reduces WD derived-MASH and fibrosis phenotype. Representatives HES images from liver (**B**), NAFLD activity score (**C**), ALT (**D**) and AST activity (**E**) in plasma, representative pictures of liver fibrosis (**F**), fibrosis score (**G**), and Immunoblots (**H**) and densitometric analysis of p62 (**I**) normalized against GAPDH and the ratio LC3B II/I (**J**) (both expressed as RE) from liver extracts. (n = 5–18 mice/group). Inflammation foci, macrosteatosis, and microsteatosis vesicular were indicated as asterisk, arrows, and arrowheads, respectively. Data are displayed as means ± SEM. Statistical analyses (*p* values) were calculated by ANOVA test.

Next, we combined WD with weekly intraperitoneal (i.p.) injection of the hepatoxic agent CCl_4_, a protocol that causes accelerated MASLD [24] (Fig. 5A). At 10 weeks of WD+CCl_4_, mice exhibited advanced MASLD (Fig. 5B, C), major increases in ALT and AST (Fig. 5D, E), as well as liver fibrosis (Fig. 5F, G). The hepatotoxic treatment (WD+CCl_4_) was continued for another 4 weeks during which either the control IgG or anti-ACBP/DBI mAb was injected. In the absence of ACBP/DBI neutralization, MASLD activity (Fig. 5B, C), ALT and AST (Fig. 5D, E) and fibrosis (Fig. 5F, G) progressed significantly (p < 0.05, Anova test with post-hoc Bonferroni correction), and this progression was averted by anti-ACBP/DBI mAb (Fig. 5B–G). ACBP/DBI neutralization reduced the hepatic abundance of the two fibrosis markers collagen 1A1 (COL1A1) and α-smooth muscle actin (αSMA) (Fig. 5H–J), as well that of p62, likely reflecting autophagy induction (Fig. S4C, D). Moreover, ACBP/DBI inhibition caused favorable shifts in the hepatic metabolome with an increase in bile acids in liver and plasma (Fig. S3).

**Fig. 5:**
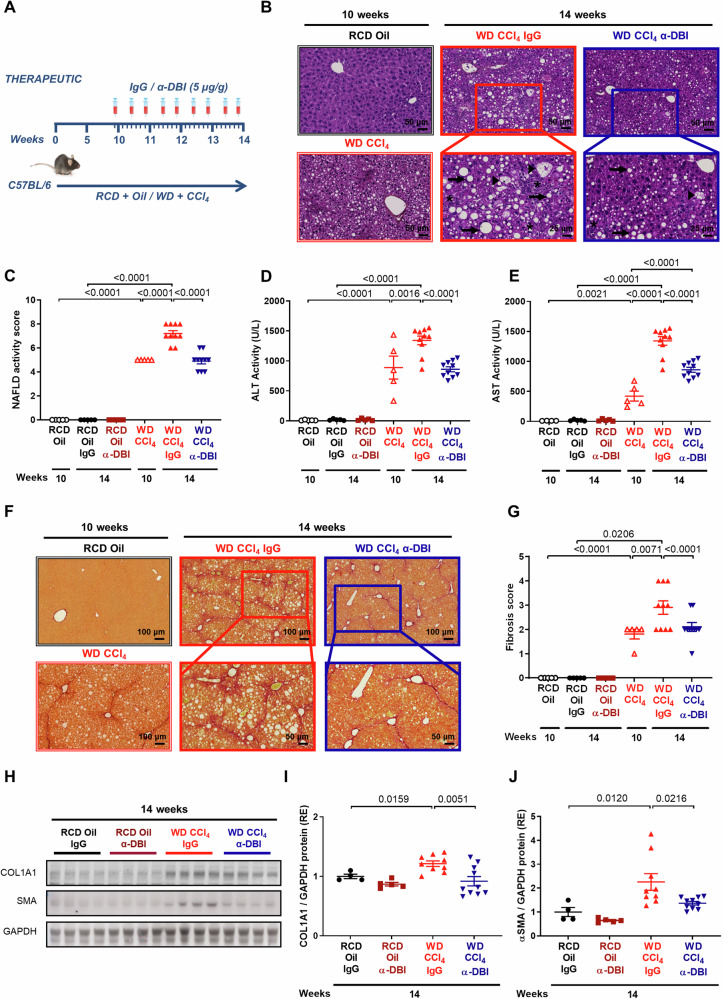
The phenotypic derived from Western diets with CCl4 is ameliorated by ACBP/DBI neutralization in vivo treatment. Schematic diagram of hepatic MASH induced by WD plus CCl_4_ in C57BL/6 mice for 10 weeks. The diet plus CCl_4_ injection was maintained for 4 weeks and several doses of IgG or α-DBI (5 µg/g) was administrated from week 10 to 14 (**A**). **B**–**J** α-DBI diminished the steatosis, inflammation, ballooning and fibrosis in vivo. Representative pictures of hepatic HES (**B**), NAFLD activity score (**C**), ALT (**D**) and AST (**E**) activity in plasma, representative images of liver fibrosis by Sirius Red (**F**), fibrosis score (**G**), and of Western Blotting (**H**) and densitometry analysis of Collagen 1A1 (**I**) and α-SMA (**J**) normalized against GAPDH (both expressed as relative expression, RE) from liver extracts. (n = 5–10 mice/group). Inflammation foci, ballooning and steatosis vesicular are indicated as asterisk, arrows, and arrowheads, respectively. The results are shown as means ± SEM. Statistical analyses (*p* values) were calculated by ANOVA test.

In sum, ACBP/DBI neutralization can avert the progression of active liver disease induced by WD alone or by the combination of WD with CCl_4_.

### Anti-ACBP/DBI mAb reduces liver damage induced by ethanol combined with CCl4

Although MASLD had been thought to be fundamentally different in its pathogenesis from alcohol-induced liver disease, recent findings suggest that the microbiota-mediated conversion of dietary glucose into ethanol contributes to MASLD [17]. As a result, we evaluated the capacity of anti-ACBP/DBI to block active liver disease induced by continuous oral ethanol administration with a liquid diet combined by i.p. injections of CCl_4_ (Fig. 6A). After 4 weeks of ethanol+CCl_4_ treatment, the livers exhibited histological signs of damage including necrosis and cellular vacuolization (Fig. 6B, C) coupled to an increase in plasma ALT and AST (Fig. 6D, E). In addition, the liver was affected by fibrosis (Fig. 6F, G). These alterations were magnified by continuing ethanol+CCl_4_ treatment for another 4 weeks in the absence of ACBP/DBI inhibition (Fig. 6A–G). The aggravation of liver disease was attenuated by ACBP/DBI neutralization at the level of circulating transaminases, which were partially but significantly reduced (Fig. 6D, E), and fully blocked at the levels of histologically detectable damage (Fig. 6B, C) and fibrosis (Fig. 6F, G).

**Fig. 6:**
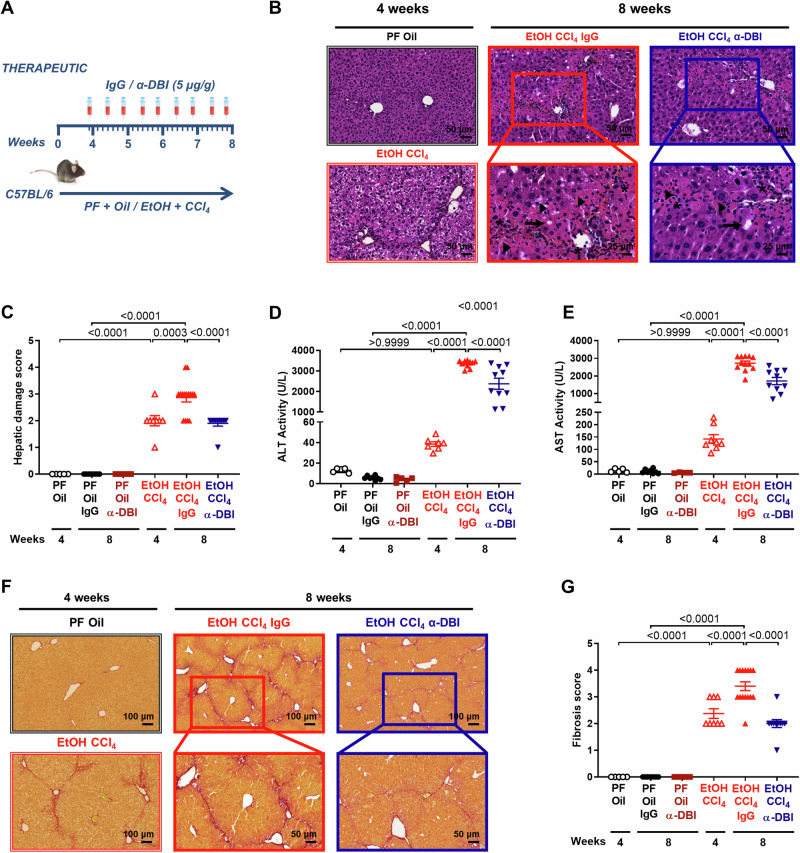
α-ACBP/DBI treatment diminishes the liver damage and fibrosis produced by Ethanol combined with CCl_4_. Schematic diagram of hepatic injury induced by Ethanol diet plus CCl_4_ in C57BL/6 mice for 4 weeks. The ethanol diet plus CCl_4_ administration was maintained for 4 more weeks and repeated doses of IgG or α-DBI (5 µg/g B.W.) were administrated from weeks 4 to 8 (**A**). **B**–**J** ACBP/DBI neutralization reduces liver damage and fibrosis in vivo. Representatives HES images from liver (**B**), hepatic damage score (**C**), plasmatic ALT (**D**) and AST activity (**E**), representative hepatic fibrosis images by Sirius Red (**F**), and fibrosis score (**G**). Inflammation foci, necrotic cell and steatosis are indicated as asterisk, arrows, and arrowheads, respectively. The results are represented as means ± SEM. Statistical analyses (*p* values) were calculated by ANOVA test.

In this ASH model of accelerated liver damage, ACBP/DBI neutralization caused an increase in bile acids in liver and plasma (Fig. S4).

We conclude that active liver disease of rather different etiologies can be improved by ACBP/DBI neutralization even when the damaging agents (MCD, WD, WD + CCl_4_ or ethanol + CCl_4_) continue to be administered.

## Discussion

In the present paper, we provide data suggesting a role for ACBP/DBI in the pathogenesis of human MASLD. Although ACBP/DBI plasma concentrations increase with age and BMI, which both are risk factors for MASLD [21, 35], it appears that ACBP/DBI levels are particular high in patients with histologically diagnosed MASLD or liver fibrosis, correlating with various laboratory parameters of liver inflammation (CRP), insufficiency (high bilirubin and INR, low albumin) and damage (AST, alkaline phosphatase). Importantly, these associations appear independent from age and BMI, arguing in favor of the possible use of ACBP/DBI as a biomarker of liver disease. In mice, some conditions that induce MASLD (such as high-fat diet and treatment with the thiazolidinedione antidiabetic rosiglitazone) upregulate *Dbi* mRNA in the liver, but MCD fails to do so [10]. Hence, it would be interesting to correlate *Dbi* mRNA or protein levels in liver biopsies with ELISA-detectable circulating ACBP/DBI protein on a patient-by-patient basis. Unfortunately, the diagnostic liver biopsies performed in this study were not suitable for this type of analysis.

Although correlations between plasma ACBP/DBI levels and liver disease in patients cannot inform about cause-effect relationship, our preclinical data strongly support the idea that ACBP/DBI participates to the pathogenesis of NAFLD. Indeed, we have shown in the past that ACBP/DBI inhibition by various methods including mAb-mediated neutralization has hepatoprotective effects in mice against a variety of acute insults such as intoxication with paracetamol, ischemia-reperfusion damage and bile duct ligation [10]. We also showed that anti-ACBP/DBI mAb can prevent chronic liver damage by MCD, HFD or repeated CCl_4_ injections [8, 10] Here, we demonstrate that, beyond these preventive effects, ACBP/DBI neutralization can halt ongoing deterioration of the liver even when the damaging agents continue to be administered, as shown in 4 distinct models (MCD, WD, WD+CCl_4_ or ethanol +CCl_4_).

The broad hepatoprotective effects of anti-ACBP/DBI mAb appear remarkable because the mechanisms accounting for liver damage in these 4 models are rather disparate. MCD causes MASH because of an inhibition of β-oxidation, as well as because of reduced production of very low-density lipoprotein (VLDL), resulting in hepatocyte accumulation of free fatty acids and triglycerides, respectively [36]. WD causes MASLD because of the saturation of hepatocytes by lipids and sugars transported by the portal circulation [37]. Ethanol is metabolized to acetaldehyde, a potential carcinogen that causes oxidative stress and mitochondrial dysfunction but also serves as a precursor for lipogenesis [38]. WD with its excess of carbohydrates can cause the production of ethanol by fermentation by fungi and bacteria in the gut, and ethanol then reaches the liver via the portal vein [17, 39]. The hepatotoxicity of both WD and ethanol is exacerbated by co-treatment with CCl_4_, an apolar solvent that is metabolized by cytochrome P450 2E1 to generate free radicals, ultimately causing local oxidative damage [24]. Although the pathomechanisms of liver damage studied here are rather heterogeneous, ACBP/DBI neutralization provides hepatoprotection in all these models. Broad evidence in favor of hepatoprotection by ACBP/DBI neutralization is also observed at the methodological levels. Thus, different approaches, including HE and Sirius red staining of liver sections, quantitation of circulating liver enzymes, metabolomics and transcriptomics, convergently demonstrate that anti-ACBP/DBI mAb reduces all signs of liver damage, even if the disease process has already started.

Mechanistically, we have shown in the past that ACBP/DBI inhibition results in an increase in autophagic flux, which is well-known to provide protection to hepatocytes against unwarranted cell death [40], to favor the catabolism of lipids (lipophagy) and the elimination of damaged mitochondria (mitophagy) and to sequester pro-inflammatory protein complexes, thus intercepting pro-inflammatory and pro-fibrotic circuitries [8, 41]. Indeed, we previously described that ACBP/DBI neutralization induces autophagy in hepatocytes, both in vivo (in mice) [8, 10, 15] and ex vivo/in vitro (in isolated primary liver cells) [9]. We have also shown that the induction of autophagy was necessary to confer anti-ACBP/DBI-induced hepatoprotection against a variety of dietary insults [10, 15]. Indeed, autophagy inhibition by knockout of Atg4b or injection of high-dose 3-hydroxychloroquine abolished the capacity of anti-ACBP/DBI mAb to protect the liver against HFD, MCD or insult by acetaminophen, concanavalin A, CCl_4_, ischemia-reperfusion and bile duct ligation [10, 15]. It appears plausible that the obligatory implication of autophagy enhancement by ACBP/DBI neutralization in the prevention of hepatic damage can be extrapolated to the therapeutic setting as well. That said, the precise mechanisms that link induction of autophagy to hepatoprotection require further investigation.

As shown here, ACBP/DBI neutralization did induce signs of autophagy such as a reduction of p62 and/or an increase in the lipidation of LC3. Hence, it appears plausible that the observed hepatoprotective effects of anti-ACBP/DBI mAb are secondary to an increase in autophagic flux, not only in the prophylactic but also in the therapeutic setting. Lipophagy has been involved in the suppression of MALFD [42]. However, in this study we have not directly explored the role of lipophagy in the MALFD-therapeutic action of ACBP/DBI inhibition. Future studies must address this question. In the past we described that ACBP/DBI has orexigenic effects [12], meaning that its inhibition can reduce food intake and control weight gain [11, 43]. However, this mechanism likely cannot be (solely) responsible for the favorable impact of ACBP/DBI neutralization on fatty liver disease because ACBP/DBI neutralization inhibits MASH in the context of MCD, which is tied to weight loss [44] rather than weight gain, as this is the case in the context of WD [45]. Unfortunately, we did not monitor food intake in the experiments described in this paper, which constitutes one of the limitations of our study. Future investigation should elucidate to which extent the hepatoprotective effects of ACBP/DBI neutralization depend on reduced caloric intake.

In sum, we show that ACBP/DBI plasma levels are particularly high in patients with MASH and hepatic fibrosis, pointing to a potential pathogenic role of this protein in liver disease. Accordingly, we show in various preclinical models that the progression of active MASH and fibrosis can be attenuated by injection of a neutralizing mAb specific for ACBP/DBI. Future studies must address the possibility to translate these findings to the clinics.

## Supplementary information

Supplementary Materials

Supplemental Table 1

Raw_WB

## Data Availability

The data that support the findings of this study are available from the corresponding authors upon reasonable request. Metabolomics data are available at Mendeley data 10.17632/vv564y44mm.1. Transcriptomics data are available at https://www.ncbi.nlm.nih.gov/geo/as GSE278209.

## References

[1] Tonon MC, Vaudry H, Chuquet J, Guillebaud F, Fan J, Masmoudi-Kouki O, et al. Endozepines and their receptors: Structure, functions and pathophysiological significance. Pharmacol Ther. 2020;208:107386.31283949 10.1016/j.pharmthera.2019.06.008

[2] Alquier T, Christian-Hinman CA, Alfonso J, Faergeman NJ. From benzodiazepines to fatty acids and beyond: revisiting the role of ACBP/DBI. Trends Endocrinol Metab. 2021;32:890–903.34565656 10.1016/j.tem.2021.08.009PMC8785413

[3] Montegut L, Abdellatif M, Motino O, Madeo F, Martins I, Quesada V, et al. Acyl coenzyme A binding protein (ACBP): An aging- and disease-relevant “autophagy checkpoint”. Aging Cell. 2023;22:e13910.37357988 10.1111/acel.13910PMC10497816

[4] Rasmussen JT, Rosendal J, Knudsen J. Interaction of acyl-CoA binding protein (ACBP) on processes for which acyl-CoA is a substrate, product or inhibitor. Biochem J. 1993;292:907–13.8318018 10.1042/bj2920907PMC1134200

[5] Duman C, Yaqubi K, Hoffmann A, Acikgoz AA, Korshunov A, Bendszus M, et al. Acyl-CoA-binding protein drives glioblastoma tumorigenesis by sustaining fatty acid oxidation. Cell Metab. 2019;30:274–89.e5.31056285 10.1016/j.cmet.2019.04.004

[6] Christian CA, Herbert AG, Holt RL, Peng K, Sherwood KD, Pangratz-Fuehrer S, et al. Endogenous positive allosteric modulation of GABA(A) receptors by diazepam binding inhibitor. Neuron. 2013;78:1063–74.23727119 10.1016/j.neuron.2013.04.026PMC3987987

[7] Dumitru I, Neitz A, Alfonso J, Monyer H. Diazepam binding inhibitor promotes stem cell expansion controlling environment-dependent neurogenesis. Neuron. 2017;94:125–37.e5.28343864 10.1016/j.neuron.2017.03.003

[8] Bravo-San Pedro JM, Sica V, Martins I, Pol J, Loos F, Maiuri MC, et al. Acyl-CoA-binding protein is a lipogenic factor that triggers food intake and obesity. Cell Metab. 2019;30:754–67.e9.31422903 10.1016/j.cmet.2019.07.010

[9] Anagnostopoulos G, Saavedra E, Lambertucci F, Motino O, Dimitrov J, Roiz-Valle D, et al. Inhibition of acyl-CoA binding protein (ACBP) by means of a GABA(A)Rgamma2-derived peptide. Cell Death Dis. 2024;15:249.38582872 10.1038/s41419-024-06633-6PMC10998878

[10] Motino O, Lambertucci F, Anagnostopoulos G, Li S, Nah J, Castoldi F, et al. ACBP/DBI protein neutralization confers autophagy-dependent organ protection through inhibition of cell loss, inflammation, and fibrosis. Proc Natl Acad Sci USA. 2022;119:e2207344119.36191214 10.1073/pnas.2207344119PMC9565466

[11] Joseph A, Moriceau S, Sica V, Anagnostopoulos G, Pol J, Martins I, et al. Metabolic and psychiatric effects of acyl coenzyme A binding protein (ACBP)/diazepam binding inhibitor (DBI). Cell Death Dis. 2020;11:502.32632162 10.1038/s41419-020-2716-5PMC7338362

[12] Chen H, Moriceau S, Joseph A, Mailliet F, Li S, Tolle V et al. Acyl-CoA binding protein for the experimental treatment of anorexia. Sci Transl Med. 2024;16:eadl0715.10.1126/scitranslmed.adl071539141698

[13] Montegut L, Chen H, Bravo-San Pedro JM, Motino O, Martins I, Kroemer G. Immunization of mice with the self-peptide ACBP coupled to keyhole limpet hemocyanin. STAR Protoc. 2022;3:101095.35059656 10.1016/j.xpro.2021.101095PMC8760546

[14] Montegut L, Joseph A, Chen H, Abdellatif M, Ruckenstuhl C, Motino O, et al. High plasma concentrations of acyl-coenzyme A binding protein (ACBP) predispose to cardiovascular disease: evidence for a phylogenetically conserved proaging function of ACBP. Aging Cell. 2023;22:e13751.36510662 10.1111/acel.13751PMC9835587

[15] Motino O, Lambertucci F, Anagnostopoulos G, Li S, Martins I, Kroemer G. Cardio-, hepato- and pneumoprotective effects of autophagy checkpoint inhibition by targeting DBI/ACBP. Autophagy. 2023;19:1604–6.36198092 10.1080/15548627.2022.2131241PMC10240994

[16] Eslam M, Newsome PN, Sarin SK, Anstee QM, Targher G, Romero-Gomez M, et al. A new definition for metabolic dysfunction-associated fatty liver disease: an international expert consensus statement. J Hepatol. 2020;73:202–9.32278004 10.1016/j.jhep.2020.03.039

[17] Meijnikman AS, Davids M, Herrema H, Aydin O, Tremaroli V, Rios-Morales M, et al. Microbiome-derived ethanol in nonalcoholic fatty liver disease. Nat Med. 2022;28:2100–6.36216942 10.1038/s41591-022-02016-6

[18] Poynard T, Paradis V, Mullaert J, Deckmyn O, Gault N, Marcault E, et al. Prospective external validation of a new non-invasive test for the diagnosis of non-alcoholic steatohepatitis in patients with type 2 diabetes. Aliment Pharmacol Ther. 2021;54:952–66.34398492 10.1111/apt.16543PMC8518776

[19] Poynard T, Deckmyn O, Peta V, Paradis V, Gautier JF, Brzustowski A, et al. Prospective direct comparison of non-invasive liver tests in outpatients with type 2 diabetes using intention-to-diagnose analysis. Aliment Pharmacol Ther. 2023;58:888–902.37642160 10.1111/apt.17688

[20] Dioguardi Burgio M, Castera L, Oufighou M, Rautou PE, Paradis V, Bedossa P, et al. Prospective comparison of attenuation imaging and controlled attenuation parameter for liver steatosis diagnosis in patients with nonalcoholic fatty liver disease and type 2 diabetes. Clin Gastroenterol Hepatol. 2024;22:1005–13.e27.38072287 10.1016/j.cgh.2023.11.034

[21] Castera L, Garteiser P, Laouenan C, Vidal-Trécan T, Vallet-Pichard A, Manchon P, et al. Prospective head-to-head comparison of non-invasive scores for diagnosis of fibrotic MASH in patients with type 2 diabetes. J Hepatol. 2024;81:195–206.10.1016/j.jhep.2024.03.02338548067

[22] Castera L, Laouenan C, Vallet-Pichard A, Vidal-Trecan T, Manchon P, Paradis V, et al. High prevalence of NASH and advanced fibrosis in type 2 diabetes: a prospective study of 330 outpatients undergoing liver biopsies for elevated ALT, using a low threshold. Diabetes Care. 2023;46:1354–62.37043830 10.2337/dc22-2048

[23] Li S, Motino O, Lambertucci F, Chen H, Anagnostopoulos G, Montegut L, et al. A mouse model of non-alcoholic steatohepatitis and hepatocellular carcinoma induced by western diet and carbon tetrachloride. Methods Mol Biol. 2024;2769:57–65.38315388 10.1007/978-1-0716-3694-7_4

[24] Tsuchida T, Lee YA, Fujiwara N, Ybanez M, Allen B, Martins S, et al. A simple diet- and chemical-induced murine NASH model with rapid progression of steatohepatitis, fibrosis and liver cancer. J Hepatol. 2018;69:385–95.29572095 10.1016/j.jhep.2018.03.011PMC6054570

[25] Satishchandran A, Ambade A, Rao S, Hsueh YC, Iracheta-Vellve A, Tornai D, et al. MicroRNA 122, regulated by GRLH2, protects livers of mice and patients from ethanol-induced liver disease. Gastroenterology. 2018;154:238–52.e7.28987423 10.1053/j.gastro.2017.09.022PMC5742049

[26] Lieber CS, DeCarli LM. Quantitative relationship between amount of dietary fat and severity of alcoholic fatty liver. Am J Clin Nutr. 1970;23:474–8.5462407 10.1093/ajcn/23.4.474

[27] Liang W, Menke AL, Driessen A, Koek GH, Lindeman JH, Stoop R, et al. Establishment of a general NAFLD scoring system for rodent models and comparison to human liver pathology. PLoS ONE. 2014;9:e115922.25535951 10.1371/journal.pone.0115922PMC4275274

[28] Suzuki S, Toledo-Pereyra LH, Rodriguez FJ, Cejalvo D. Neutrophil infiltration as an important factor in liver ischemia and reperfusion injury. Modulating effects of FK506 and cyclosporine. Transplantation. 1993;55:1265–72.7685932 10.1097/00007890-199306000-00011

[29] Montegut L, Joseph A, Chen H, Abdellatif M, Ruckenstuhl C, Martins I, et al. DBI/ACBP is a targetable autophagy checkpoint involved in aging and cardiovascular disease. Autophagy. 2023;19:2166–9.36579946 10.1080/15548627.2022.2160565PMC10283417

[30] Alves Costa Silva C, Piccinno G, Suissa D, Bourgin M, Schreibelt G, Durand S, et al. Influence of microbiota-associated metabolic reprogramming on clinical outcome in patients with melanoma from the randomized adjuvant dendritic cell-based MIND-DC trial. Nat Commun. 2024;15:1633.38395948 10.1038/s41467-024-45357-1PMC10891084

[31] Mendler MH, Kanel G, Govindarajan S. Proposal for a histological scoring and grading system for non-alcoholic fatty liver disease. Liver Int. 2005;25:294–304.15780053 10.1111/j.1478-3231.2005.01052.x

[32] Sterling RK, Lissen E, Clumeck N, Sola R, Correa MC, Montaner J, et al. Development of a simple noninvasive index to predict significant fibrosis in patients with HIV/HCV coinfection. Hepatology. 2006;43:1317–25.16729309 10.1002/hep.21178

[33] Joseph A, Chen H, Anagnostopoulos G, Montegut L, Lafarge A, Motino O, et al. Effects of acyl-coenzyme A binding protein (ACBP)/diazepam-binding inhibitor (DBI) on body mass index. Cell Death Dis. 2021;12:599.34108446 10.1038/s41419-021-03864-9PMC8190068

[34] Sharma P. Value of liver function tests in cirrhosis. J Clin Exp Hepatol. 2022;12:948–64.35677506 10.1016/j.jceh.2021.11.004PMC9168739

[35] Hirning F. Utah impaired pharmacist program is best. Am Pharm. 1988;NS28:8.3195468

[36] Yamaguchi K, Yang L, McCall S, Huang J, Yu XX, Pandey SK, et al. Inhibiting triglyceride synthesis improves hepatic steatosis but exacerbates liver damage and fibrosis in obese mice with nonalcoholic steatohepatitis. Hepatology. 2007;45:1366–74.17476695 10.1002/hep.21655

[37] Parlati L, Regnier M, Guillou H, Postic C. New targets for NAFLD. JHEP Rep. 2021;3:100346.34667947 10.1016/j.jhepr.2021.100346PMC8507191

[38] Birková A, Hubková B, Čižmárová B, Bolerázska B. Current View on the Mechanisms of Alcohol-Mediated Toxicity. Int J Mol Sci. 2021;22:9686.10.3390/ijms22189686PMC847219534575850

[39] Bayoumy AB, Mulder CJJ, Mol JJ, Tushuizen ME. Gut fermentation syndrome: a systematic review of case reports. U Eur Gastroenterol J. 2021;9:332–42.10.1002/ueg2.12062PMC825937333887125

[40] Brenner C, Galluzzi L, Kepp O, Kroemer G. Decoding cell death signals in liver inflammation. J Hepatol. 2013;59:583–94.23567086 10.1016/j.jhep.2013.03.033

[41] Klionsky DJ, Petroni G, Amaravadi RK, Baehrecke EH, Ballabio A, Boya P, et al. Autophagy in major human diseases. EMBO J. 2021;40:e108863.34459017 10.15252/embj.2021108863PMC8488577

[42] Grefhorst A, van de Peppel IP, Larsen LE, Jonker JW, Holleboom AG. The role of lipophagy in the development and treatment of non-alcoholic fatty liver disease. Front Endocrinol. 2020;11:601627.10.3389/fendo.2020.601627PMC788348533597924

[43] Charmpilas N, Ruckenstuhl C, Sica V, Buttner S, Habernig L, Dichtinger S, et al. Acyl-CoA-binding protein (ACBP): a phylogenetically conserved appetite stimulator. Cell Death Dis. 2020;11:7.31907349 10.1038/s41419-019-2205-xPMC6944704

[44] Matthews DR, Li H, Zhou J, Li Q, Glaser S, Francis H, et al. Methionine- and choline-deficient diet-induced nonalcoholic steatohepatitis is associated with increased intestinal inflammation. Am J Pathol. 2021;191:1743–53.34242656 10.1016/j.ajpath.2021.06.010PMC8485057

[45] Farrell G, Schattenberg JM, Leclercq I, Yeh MM, Goldin R, Teoh N, et al. Mouse models of nonalcoholic steatohepatitis: toward optimization of their relevance to human nonalcoholic steatohepatitis. Hepatology. 2019;69:2241–57.30372785 10.1002/hep.30333

# Supplementary material for: ACBP/DBI neutralization for the experimental treatment of fatty liver disease
**Source:** Cell Death Differ. 2024 Nov 16;32(3):434–46. doi: 10.1038/s41418-024-01410-6
**Supplement:** Supplementary file 1 — Supplementary Materials

**ACBP/DBI neutralization for the experimental treatment of fatty liver disease**

**Omar Motiño^1,2,3#^, Flavia Lambertucci^1,2^, Adrien Joseph^1,2^, Sylvère Durand^1,2^, Gerasimos Anagnostopoulos^1,2^, Sijing Li^1,2^, Vincent Carbonnier^1,2^, Uxía Nogueira-Recalde^1,2,4^, Léa Montégut^1,2^, Hui Chen^1,2^, Fanny Aprahamian^1,2^, Nitharsshini Nirmalathasan^1,2^, Maria Chiara Maiuri^1,2,5^, Federico Pietrocola^6^, Dominique Valla^7,8^, Cédric Laouénan^9,10^, Jean-François Gautier^11,12^, Laurent Castera^13^, QUID NASH Investigators*, Isabelle Martins^1,2#^, and Guido Kroemer^1,2, 14#^**

^1^ Centre de Recherche des Cordeliers, Inserm U1138, Université de Paris, Sorbonne Université, Equipe labellisée par la Ligue contre le cancer, Institut Universitaire de France, Paris, France.

^7^ Université Paris Cité, Inserm U1149, Centre de recherche sur l'inflammation, F-75018, Paris, France.

*****Lists of authors and their affiliations appear at the end of the paper.

**Supplemental Figures**

**
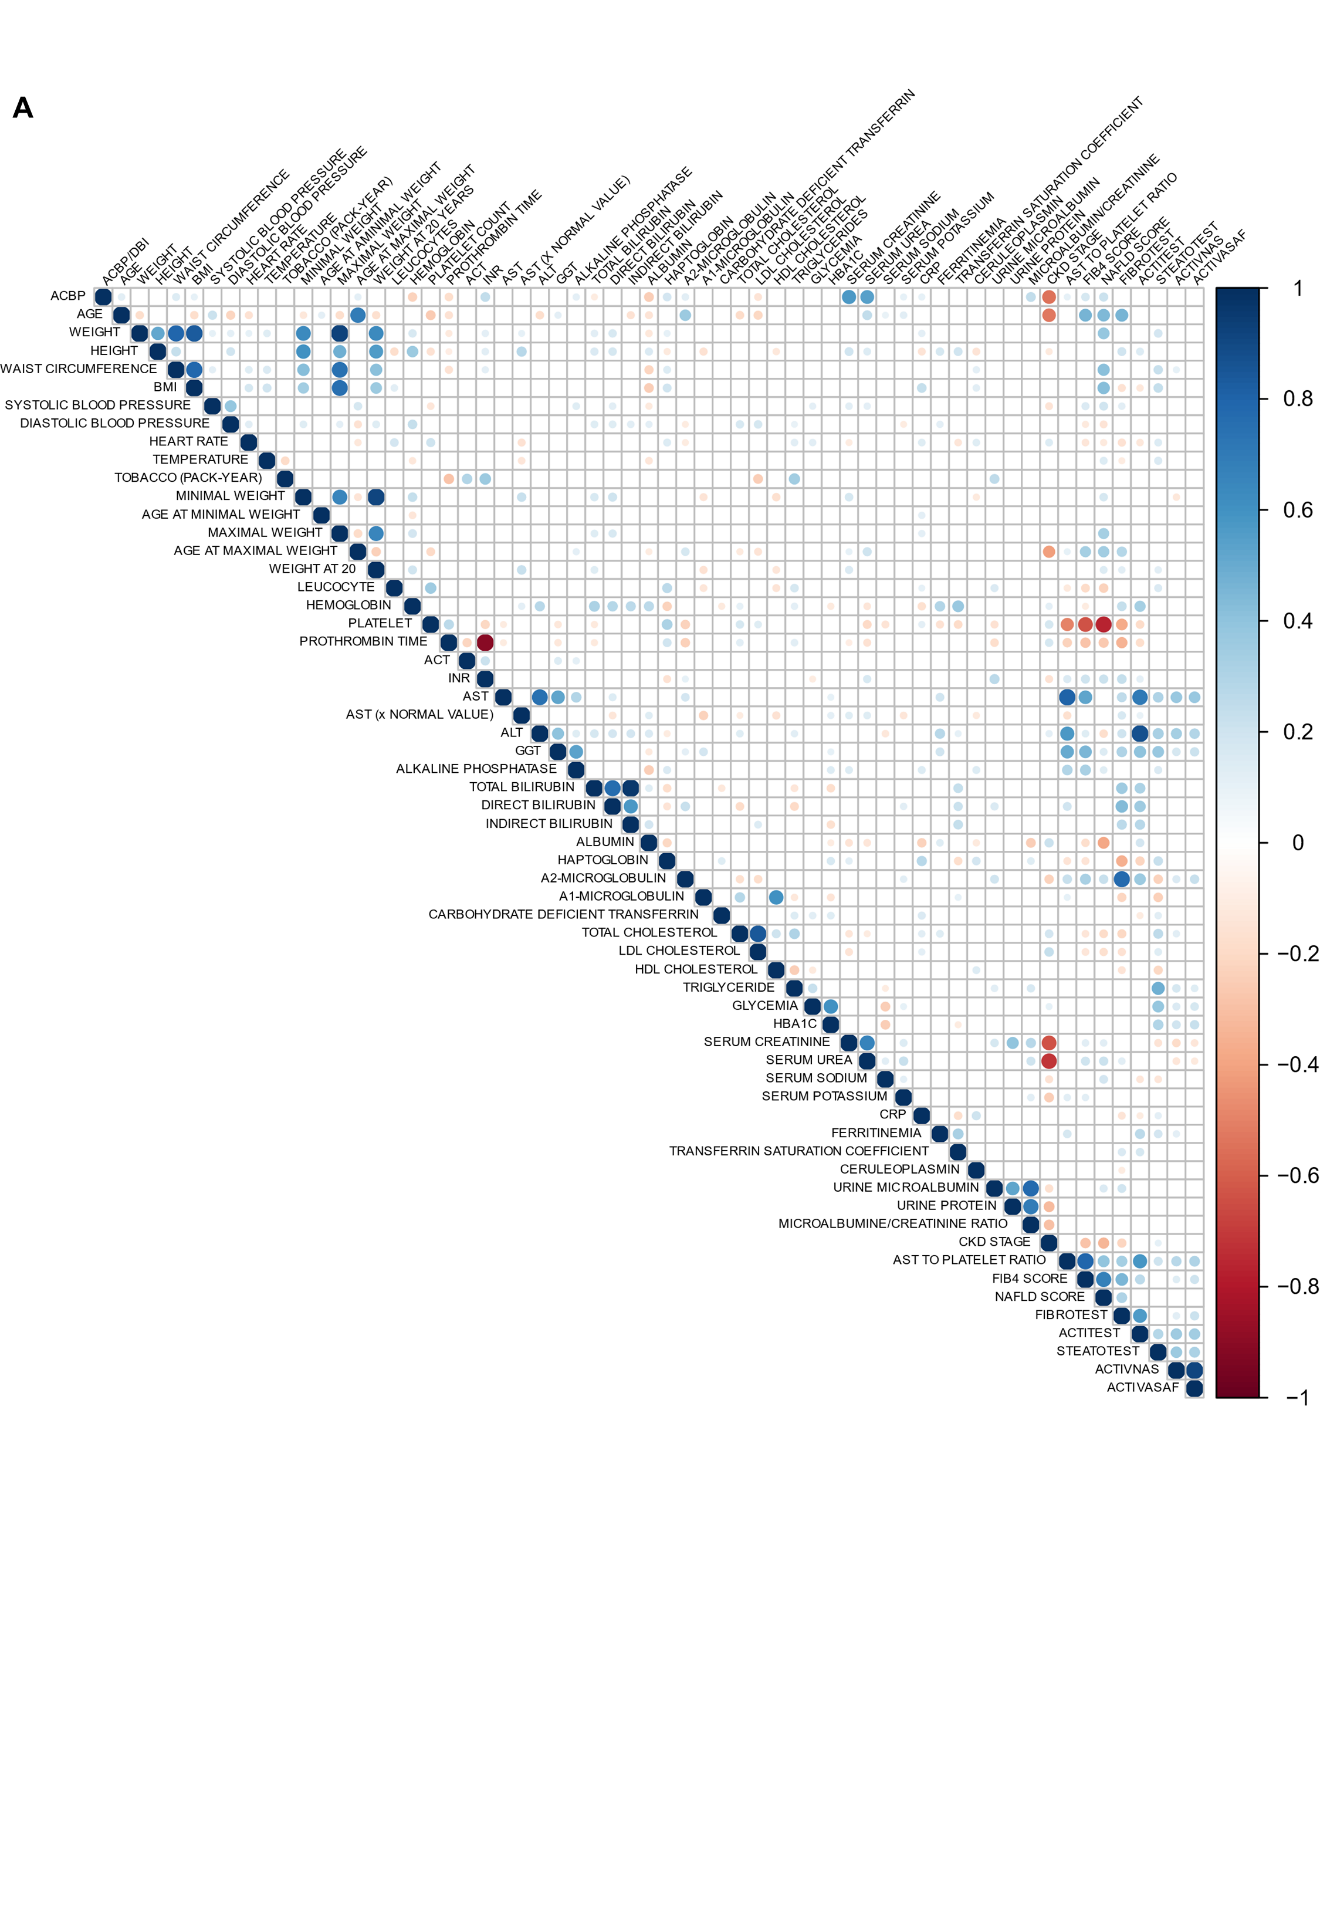
**

**Supplemental Figure 1. Correlations of ACBP/DBI levels with clinical parameters from NASH patients.** Spearman correlations are indicated.

**
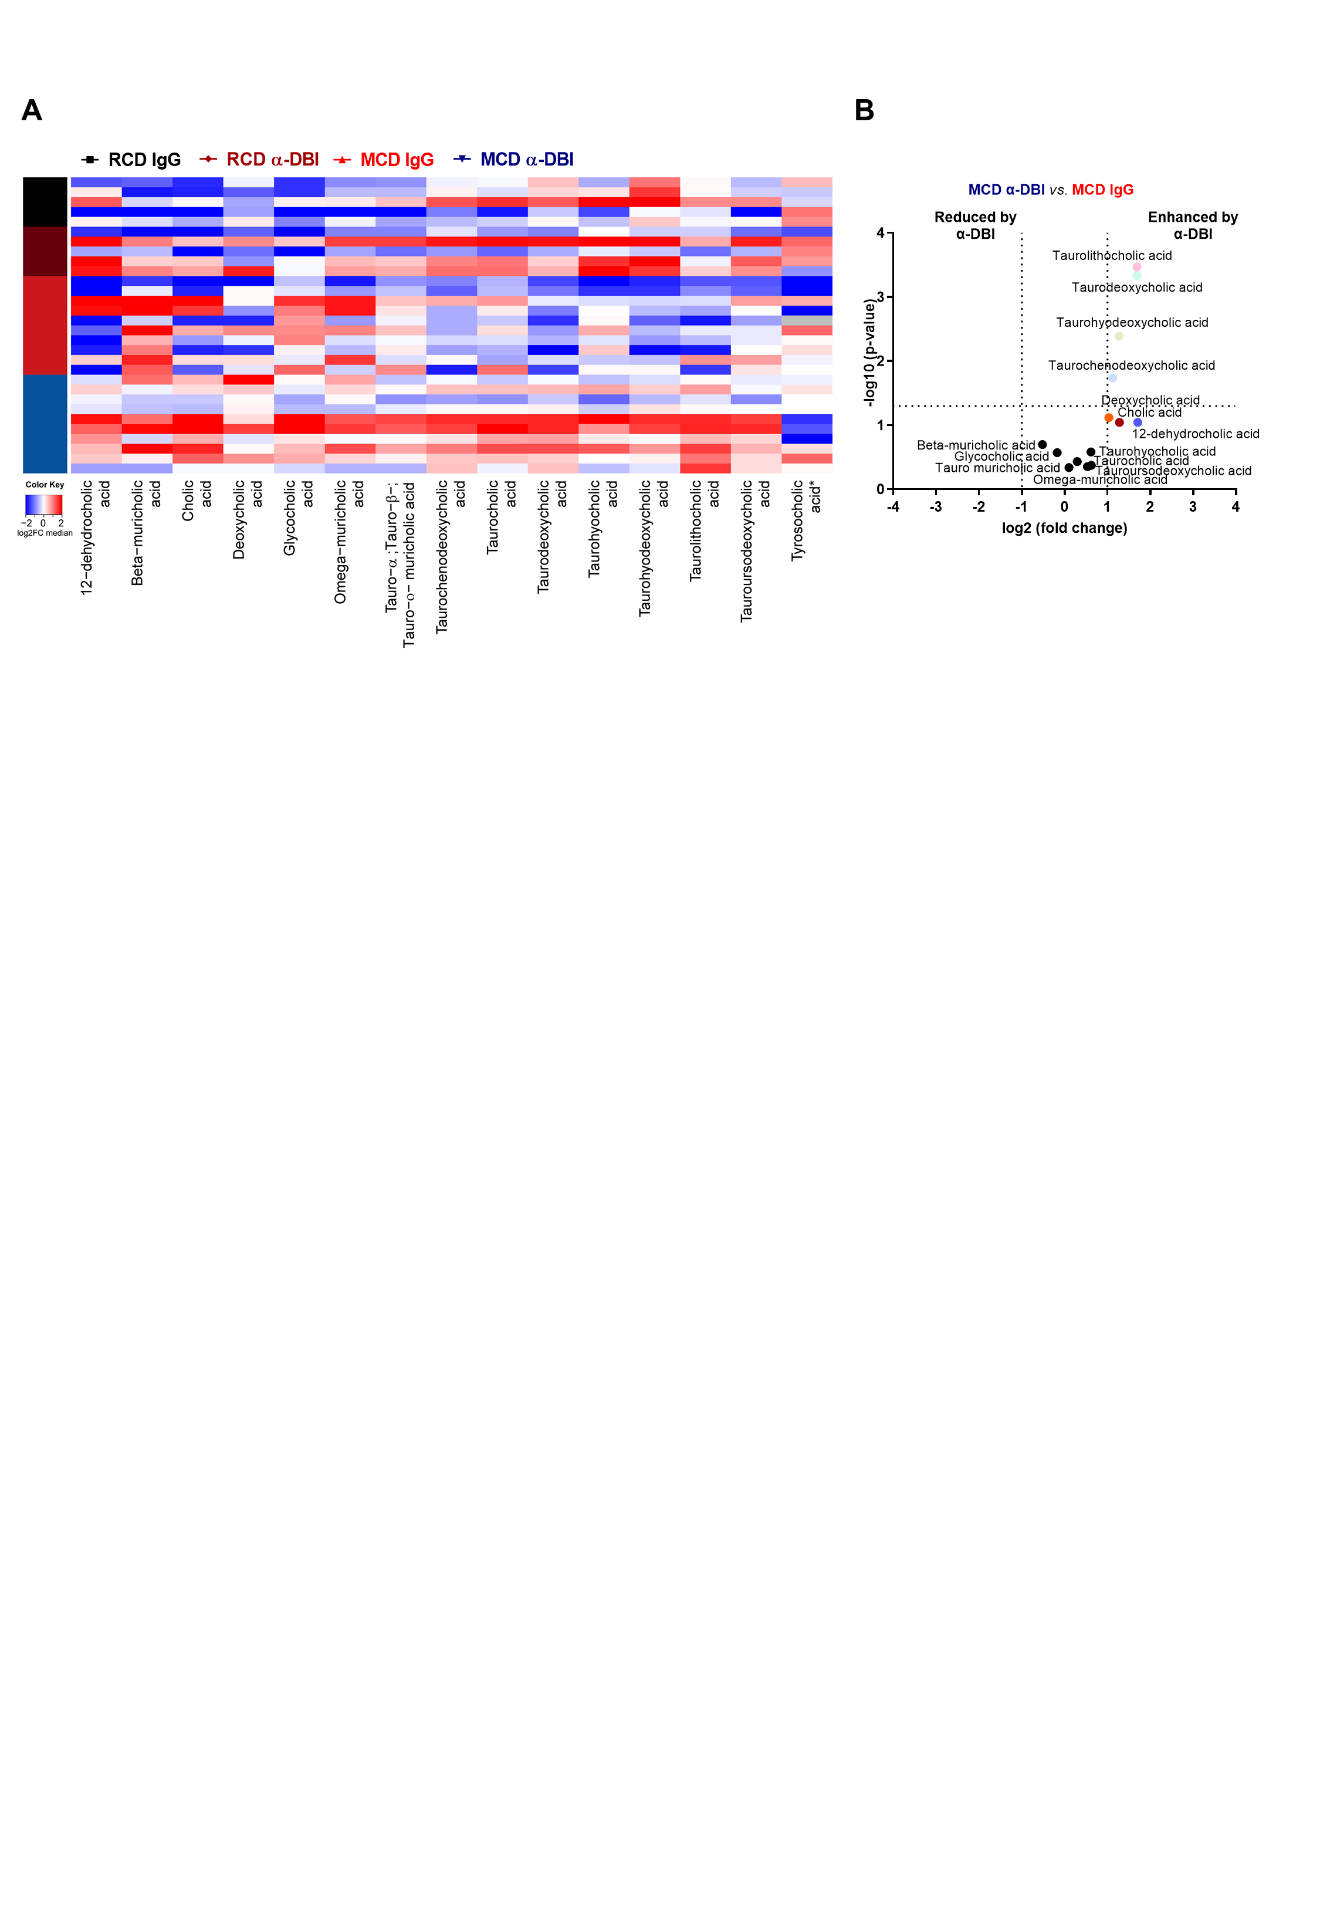
**

**Supplemental Figure 2. ACBP/DBI neutralization treatment produces changes on the profile of metabolites generated by methionine/choline deficient diet.** Heatmap clustered by Euclidean distance of changes of bile acid metabolite concentrations depicted as log2 fold change (FC) in C57BL/6 mice injected with IgG or anti-DBI after regular chow diet (RCD) or methionine/choline deficient diet **(**MCD) (n = 5–14 mice per group) (**A**). Volcano plot of bile acid metabolites from liver in MCD-treated mice treated with anti-DBI *vs.* IgG (n = 5–14 mice per group), p-values were calculated by means of a Kruskal Wallis test followed by a BH adjusted Dunn’s test. Fold changes were calculated for quality control corrected areas that were log2 transformed and mean centered (B).

The results are represented as means ± SEM. Statistical analyses (p values) were calculated by Wilcoxon (A-B), and Kruskal Wallis tests.

**
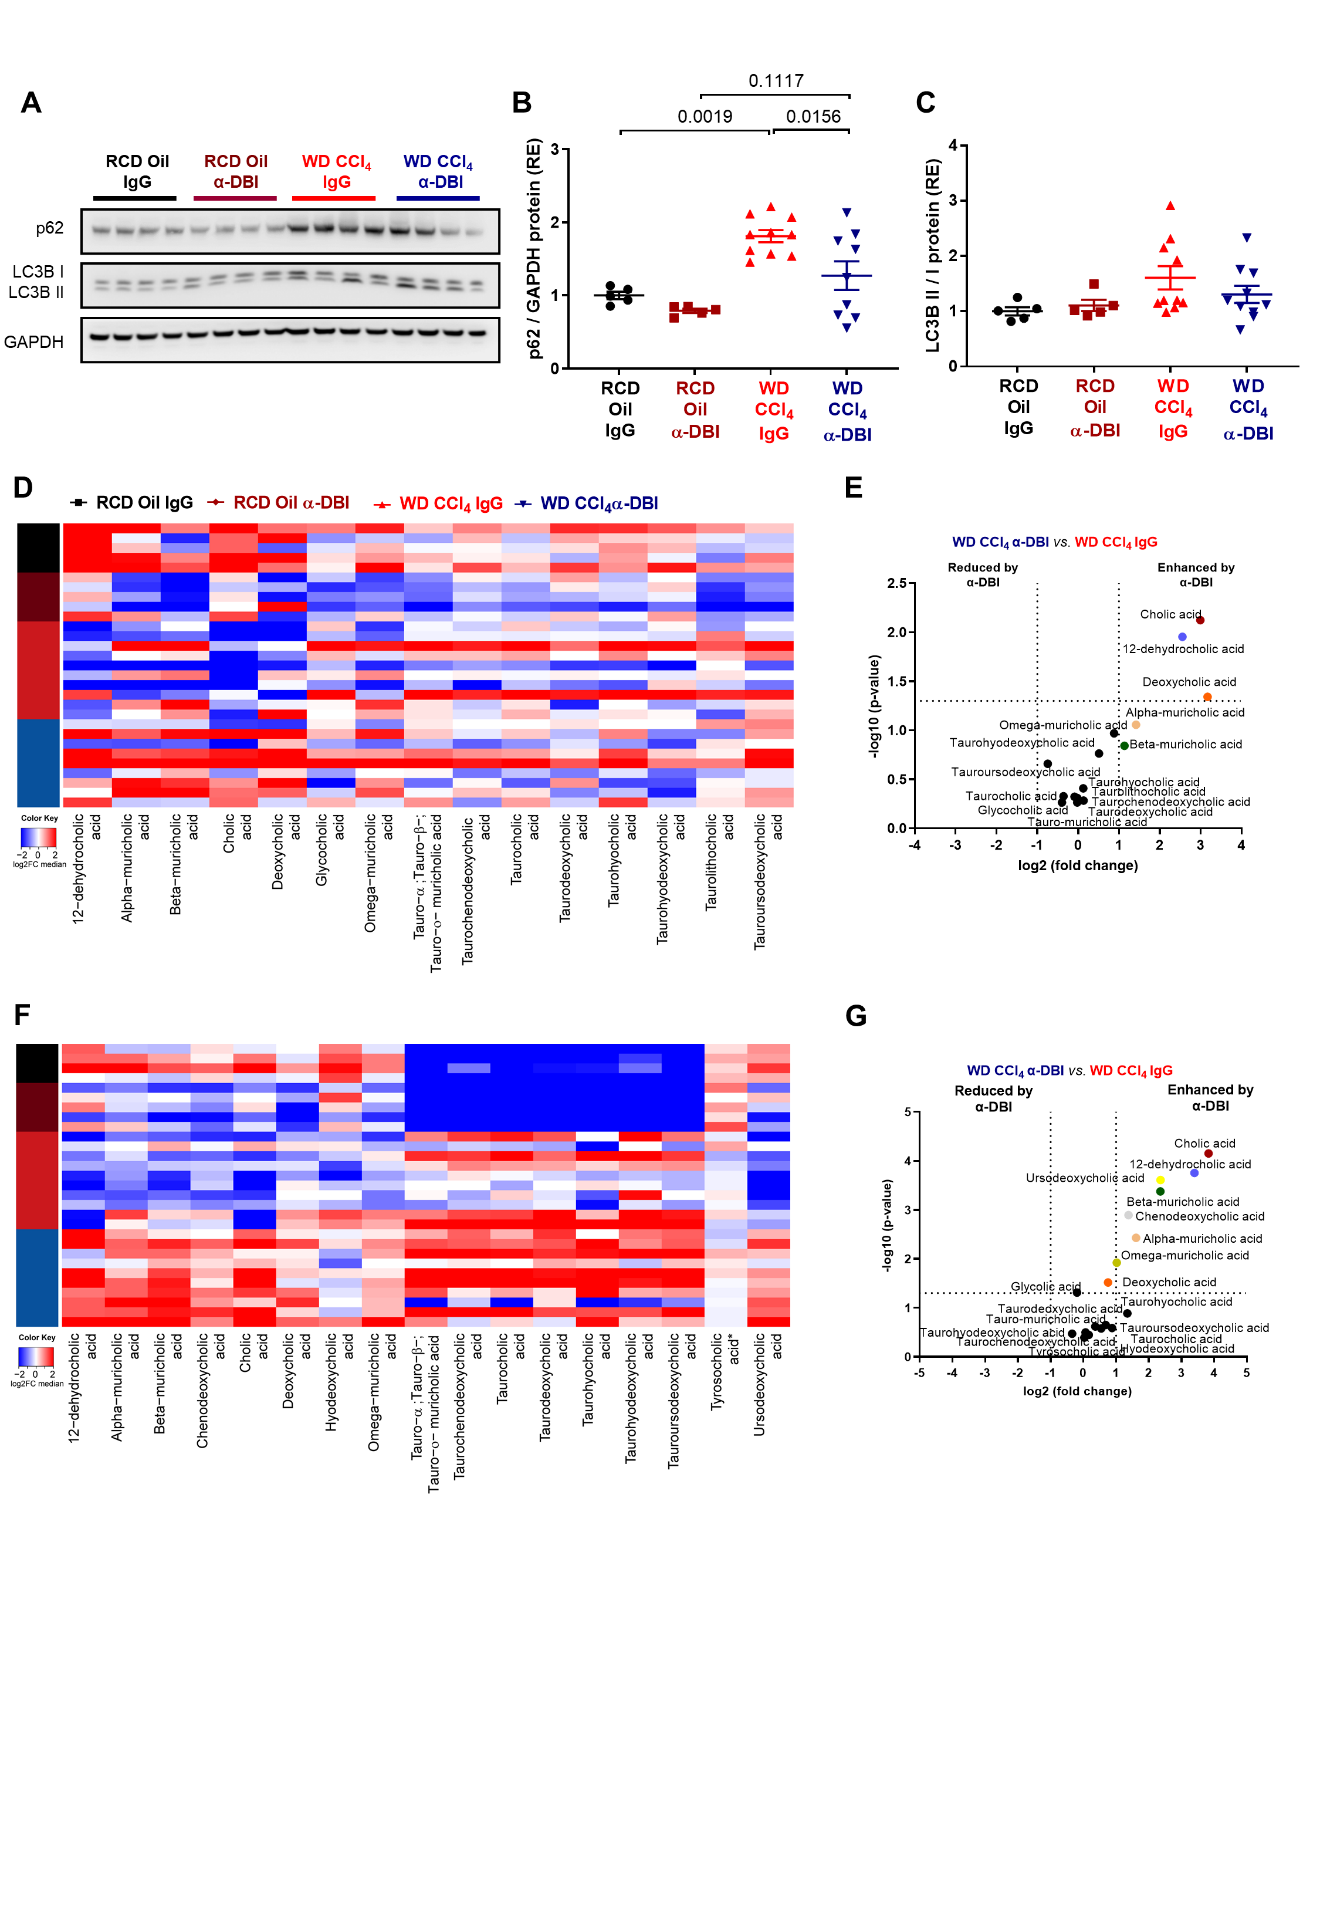
Supplemental Figure 3. The neutralization of ACBP/DBI reveals metabolic changes through autophagy activation in the context of WD diet plus CCl_4_.** Representative Western Blot (**A**) and densitometric analysis of autophagy markers as p62 (expressed as relative expression, RE) (**B**) and LC3 II/I (**C**) (represented as RE). Heatmap clustered by Euclidean distance of changes in liver (**D**) and plasma (F) of bile acid metabolite concentrations depicted as log2 fold change (FC) in C57BL/6 mice injected with IgG or anti-DBI after WD diet plus CCl_4_ (n = 5–14 mice per group). Volcano plot of bile acid metabolites from liver (**E**) and plasma (**G**) in WD diet plus CCl_4_ treated with anti-DBI *vs.* IgG (n = 5–14 mice per group).

The results are represented as means ± SEM. Statistical analyses (p value) were calculated by ANOVA tests (**B,C**) and Kruskal Wallis tests followed by Dunn’s BH adjusted test (**E,G**). Fold change values (**D,F**) are described in Fig. S2B.

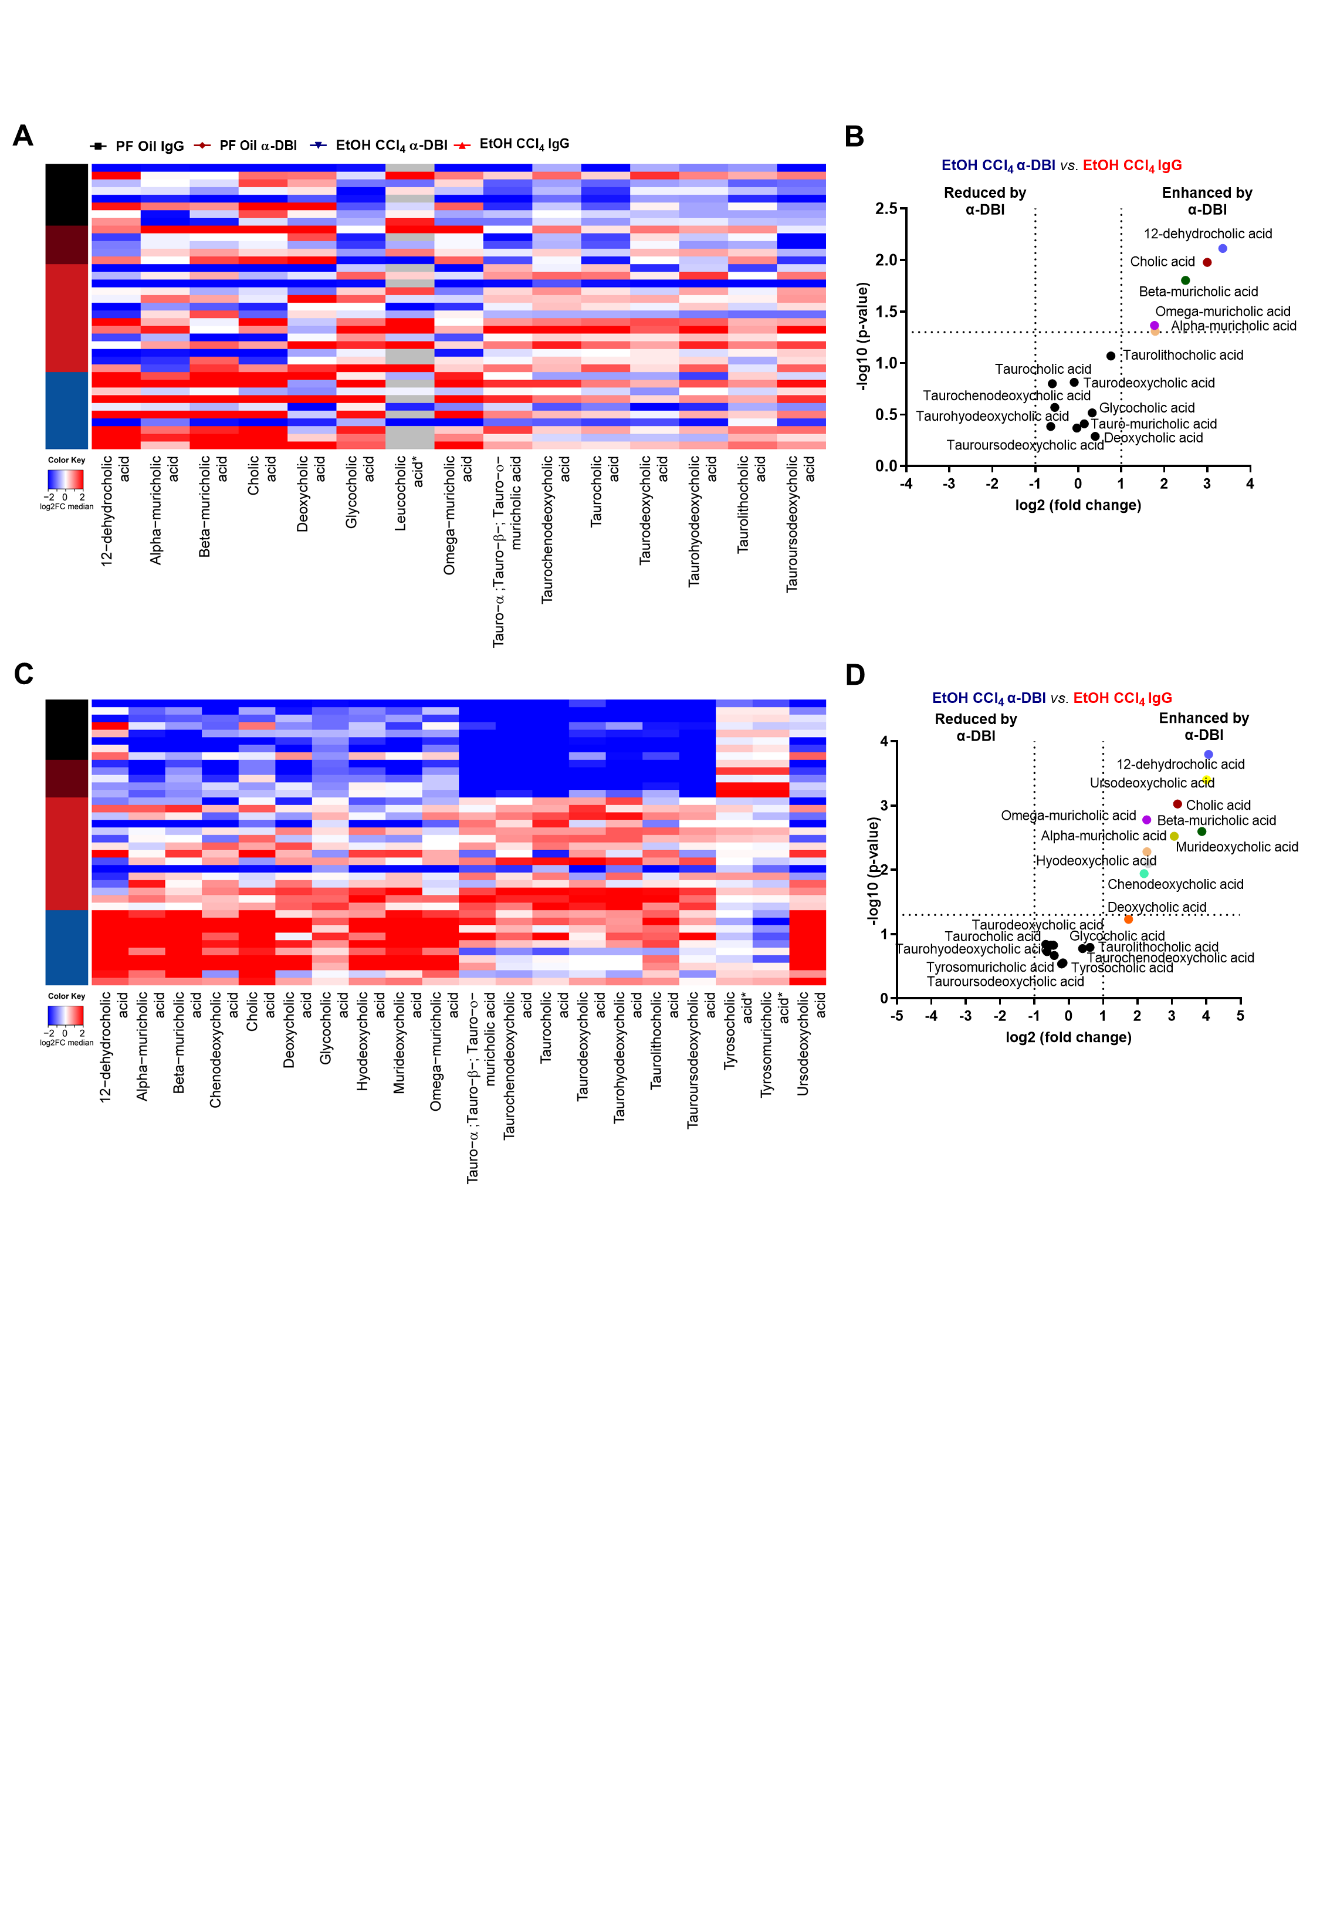

**Supplemental Figure 4. ACBP/DBI neutralization causes metabolic changes in ethanol-induced liver damage.** Heatmaps clustered by Euclidean distance of changes in liver (**A**) and plasma (**C**) bile acid metabolite concentrations depicted as log2 fold change (FC) in C57BL/6 mice injected with IgG or anti-DBI during EtOH diet plus CCl_4_ (n = 5–14 mice per group). Volcano plots of bile acid metabolites from liver (**B**) and plasma (**D**) in EtOH diet plus CCl_4_ treated with anti-DBI *vs.* IgG (n = 5–14 mice per group).

The results are represented as means ± SEM. Statistical analyses (p value) were calculated by Kruskal Wallis followed by Dunn’s BH adjusted test (**B,D**). Fold changes (**A,C**) are described in Fig. S2B.

**Full list of QUID-NASH consortium members**

**Clinical research personnel**: Djamila Bellili, Ouarda Bessadi, Charlene Da Silveira, Fatima Zohra Djelouat, Benoit Girard, Vanessa Legrand, Nathalie Neveux, Meriam Meziani, Ludovic Roy, Dahia Sekour, Manon Sens, Miassa Slimani and Ouassila Zatout.

**Département d’Epidémiologie, Biostatistiques et Recherche Clinique, HUPNVS** (Université de Paris, Assistance Publique-Hôpitaux de Paris Inserm IAME-UMR1137 and URC PNVS): Delphine Bachelet, Krishna Bhavsar, Basma Basli-Baillet Jimmy Mullaert, Estelle Marcault, and Nassima Si-Mohammed.

**Hôpital Avicenne group** (Université Paris 13, Assistance publique-Hôpitaux de Paris and Inserm U955, équipe 18, Université Paris-Est, Créteil): Emmanuel Cosson.

**Hôpital Beaujon** (Université de Paris, Assistance Publique-Hôpitaux de Paris and Inserm CRI-UMR1149): Miguel Albuquerque, Sabrina Doblas, Adel Hammoutene, Estefania Gonzalez Montpetit and Gwenaël Pagé.

**Hôpital Cochin** (Université de Paris, Assistance Publique-Hôpitaux de Paris and Institut Cochin): *centre ressources biologiques*, Béatrice Parfait; *signalisation de l’insuline et du glucose, glucotoxicité,* Catherine Postic; *immunologie du diabète,* Agnès Lehuen, Amine Toubal, Camille Rousseau, Blandine Fruchet, Pauline Soulard and Zouriatou Gouda; *génomique,* Michel Vidaud and Franck Letourneur; *imagerie du vivant*, Gilles Renault; and *régulation des cellules béta pancréatiques,* Raphaël Scharfmann.

**Hôpital Européen George Pompidou** (Université de Paris, Assistance Publique-Hôpitaux de Paris and Inserm UMR1153): *service de nutrition*, Amel Ait-Boudaoud, Charles Barsamian, Claire Carette and Claire Rives-Lange.

**Laboratoire d’Imagerie Biomédicale Sorbonne Université** (Inserm and CNRS): Rachel Baida and Olivier Couture.

**Physics for Medicine Paris** (Inserm, CNRS and Ecole supérieure de Physique et Chimie de Paris ESPCI): Sofiane Decombas, Thomas Deffieux, Thu-mai Nguyen and Mickael Tanter.

**Servier**: Tania Baltauss, Edwige-Ludiwyne Balzac, Pierre Barbier Saint Hilaire Philippe Delerive, Valérie Duvivier, Arnaud Fillon, Julia Geronimi, Jessica Laplume, Erwan Werner and Laura Xuereb.

**Swiss Institute of Bioinformatics**, **Vital-IT**: Robin Liechti, Olivier Martin, Florence Mehl and Manuela Pruess.

**BioPrédictive**: Jean-Marie Castille, Fabienne Drane, and Olivier Deckmyn.

**Commissariat à l’Energie Atomique**: Florence Castelli, Benoit Colsch Emmanuel Cousin and François Fenaille.

**Direction de la Recherche Clinique et de l’Innovation, APHP**: Laure Guilbaud and Allyre Lohier.

**Direction Régionale Inserm Paris 5 et Paris 7**: Francois Chambellin and Lyddie Laaland.

**Inserm Transfert** : Catherine Clusel, Marie Hauduroy and Pierre Pautre.

# Supplementary material for: ACBP/DBI neutralization for the experimental treatment of fatty liver disease
**Source:** Cell Death Differ. 2024 Nov 16;32(3):434–46. doi: 10.1038/s41418-024-01410-6

Figure 2

LIVER p62

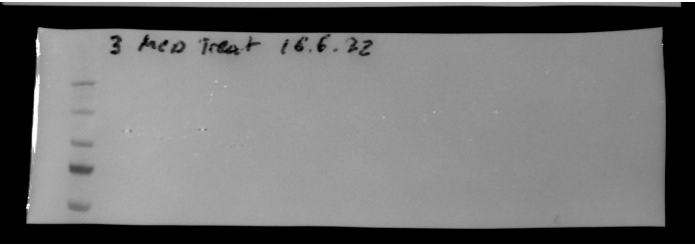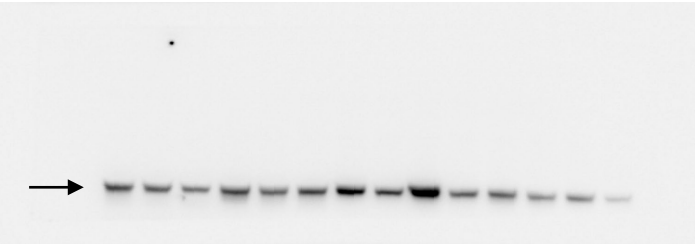

LIVER LC3B

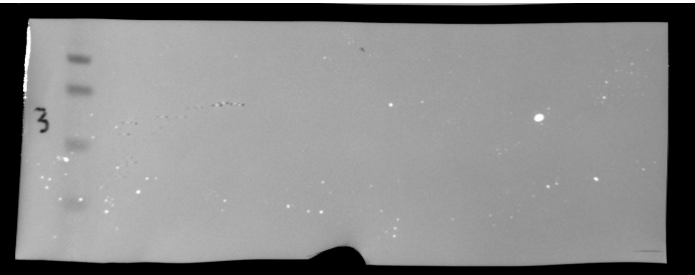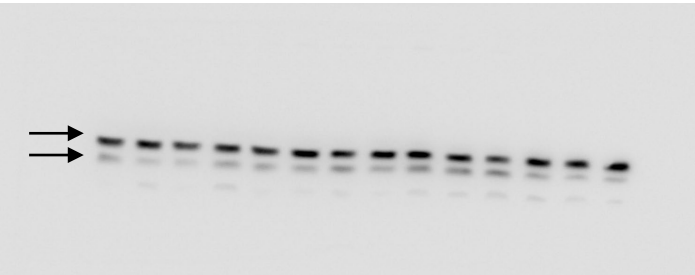

LIVER GAPDH

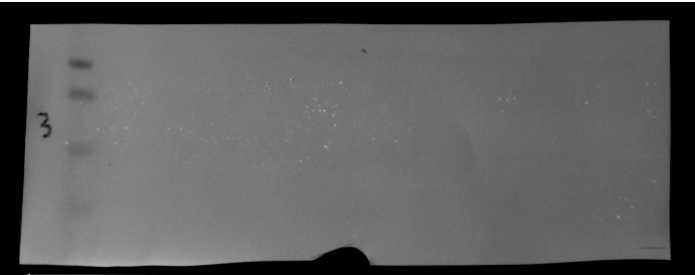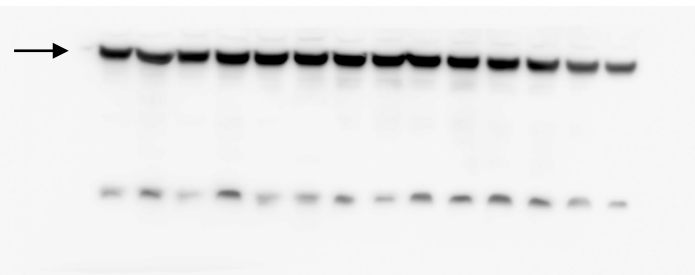

**Figure 4**

**LIVER p62**

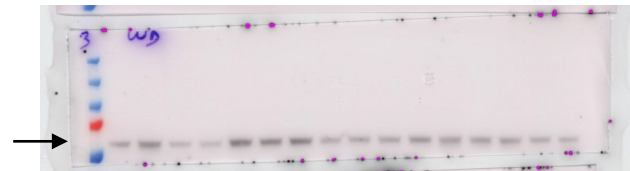

**LIVER LC3B**

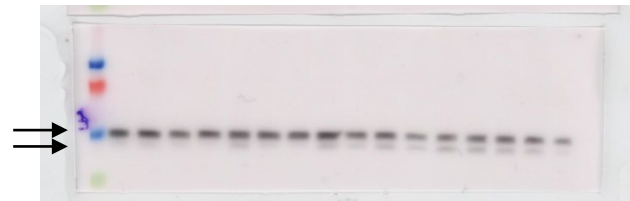

**LIVER GAPDH**

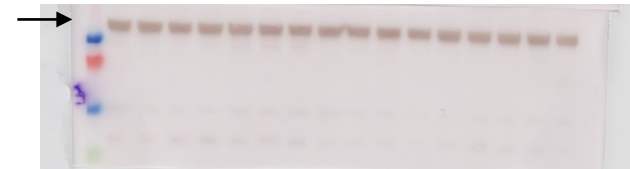

**Figure 5**

**LIVER Col1a1**

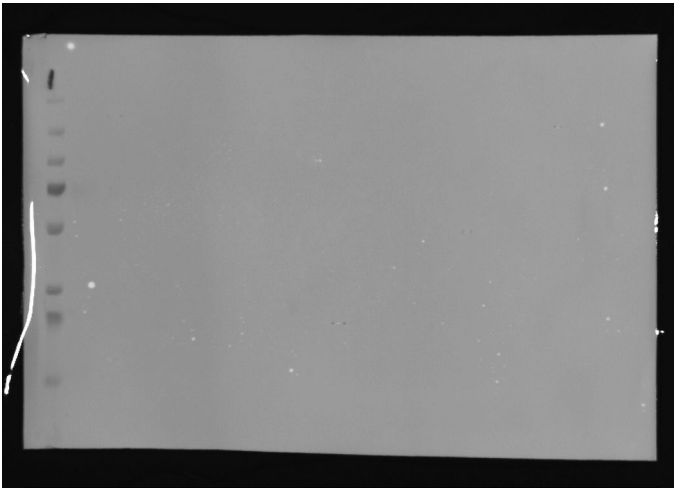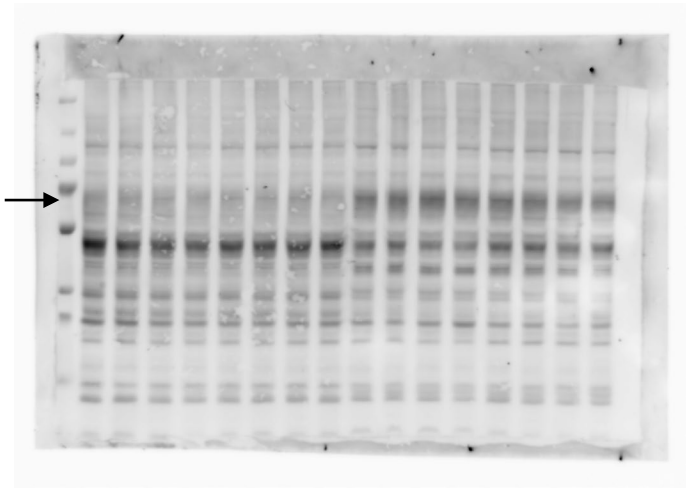

**LIVER aSMA**

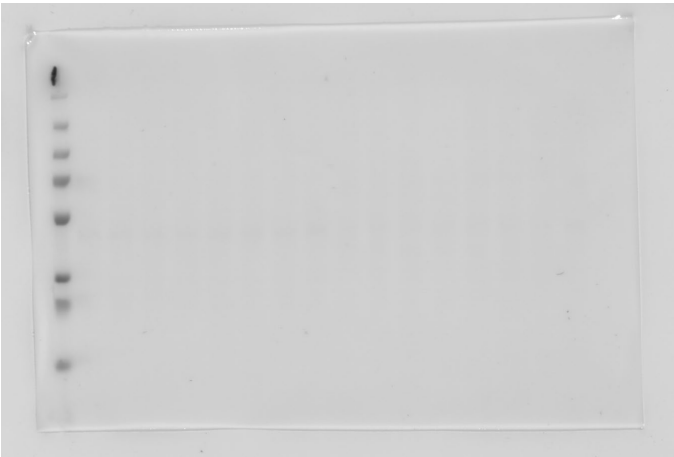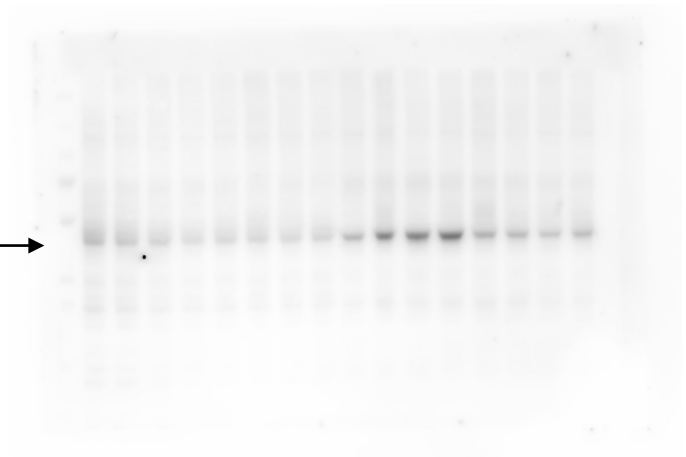

**LIVER GAPDH**

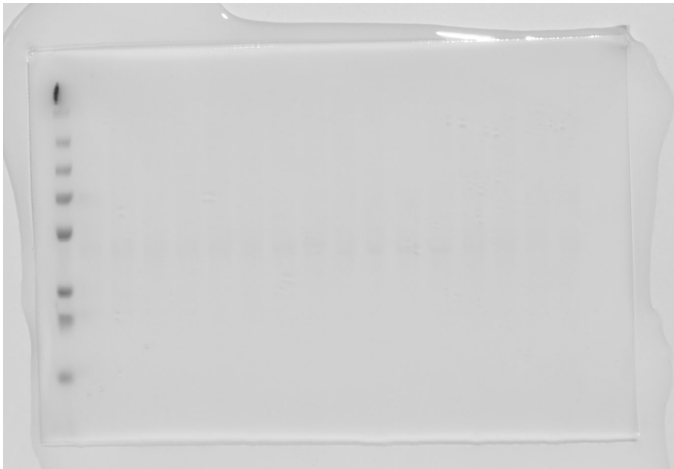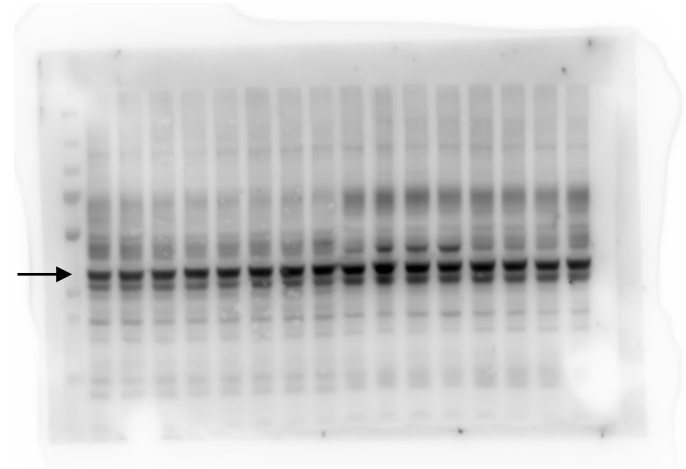

**Figure S3**

**LIVER p62**

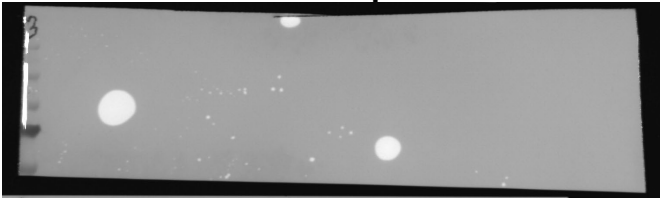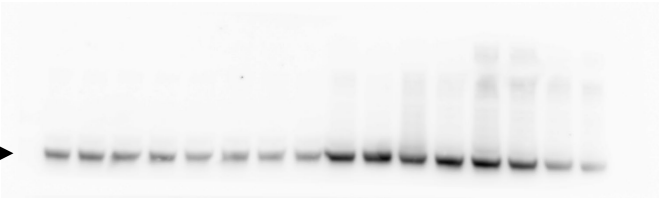

**LIVER LC3B**

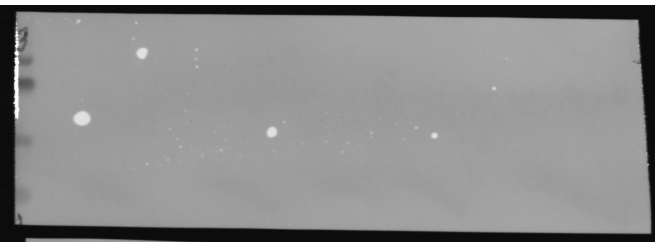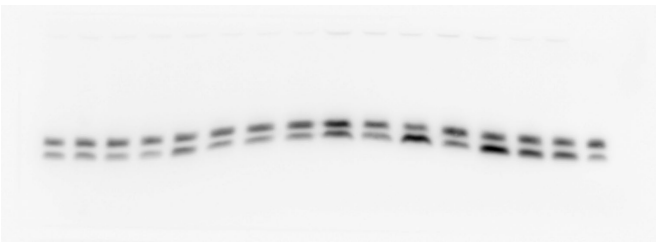

**LIVER GAPDH**

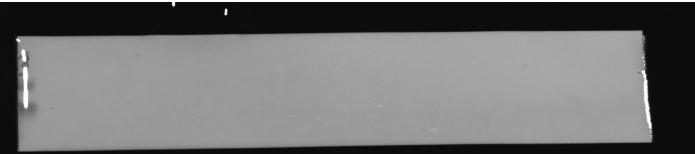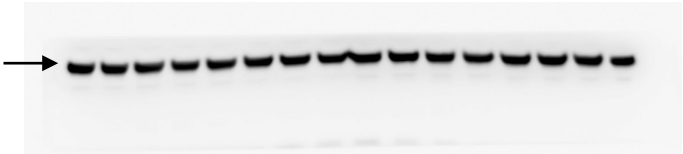

**Supplement:** Supplementary file 3 — Raw_WB

How the deposited data were processed for this re-analysis (not part of the article)

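Liver RNAseq of 30 male C57BL/6 mice in 4 groups was used: RCD IgG (n = 5), RCD anti-DBI (n = 5), MCD IgG (n = 10) and MCD anti-DBI (n = 10). All 30 libraries were mapped to their group by their labels and entered the comparisons. The diets were given for 6 weeks and the antibodies at 5 µg/g, 2 times per week, over the last 2 weeks.

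The authors' table holds whole-number counts for 55487 genes per library, the same counts divided by DESeq2's size factors, and their own comparisons (DESeq2's Wald test with log2 fold changes shrunken by apeglm). Its header names STAR, featureCounts, GRCm38 and Ensembl release 102 without versions of the tools, and the paper's methods name HISAT2 and GRCm39. No read filter is given in the sources used here, and replicates were not pooled. The p values and adjusted p values in the authors' table come from their Wald tests of the counts, with Benjamini-Hochberg adjustment, per the file header. The normalized signal of the authors' table is the counts divided by DESeq2's size factor of each library, per the file header. The tests here used the whole-number counts. The size-factor columns were used only to check that they equal the counts divided by 1 factor per library. Positions are those of the table. The total counts were 8.36 to 21.7 M per library (median 13.8 M, 1 M being 1e+06 counts), and 4.01% to 5.69% of them fell on mitochondrial genes. This share differed between the groups. It was 4.99% to 5.69% in RCD IgG, 4.38% to 5.45% in RCD anti-DBI, 4.01% to 4.73% in MCD IgG and 4.19% to 4.88% in MCD anti-DBI.

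Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and the plots were drawn in Python 3.11.15 with matplotlib 3.10.9. For each comparison of 2 groups, genes were kept by filterByExpr on the libraries compared, scaled by TMM and tested with glmQLFit and glmQLFTest, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. The interaction of antibody and diet was fitted over all 30 libraries. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Levels are TMM-normalized CPM with the SD over mice.

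The text names, for each comparison, the 8 higher and the 8 lower genes with the smallest adjusted p among those with a mean of at least 1 CPM and a log2 fold change of at least 1 in size (predicted genes left out) as far as space allowed, Dbi, readable labels of Fig. 3B and Fig. 3E, and up to 4 members of a gene list with the smallest p plus members given as exceptions. The labels of Fig. 3 were seen beforehand. Of the 38 gene lists (670 genes, of which 669 were found in the table), those with at least 3 measured genes were tested with camera at a preset correlation of 0.01 and with the correlation estimated from the libraries, adjusted over the lists of a comparison. Clock genes were listed after their values were seen. No fold versus RCD IgG is given for a gene with 1 to 3 counts in that group.

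The share of the MCD change that remained was computed on log2(CPM + 1) over 20 random divisions of the MCD IgG mice into groups of 5. One part with RCD IgG chose genes (adjusted p under 0.05, log2 fold change of at least 1 in size) and weighted them, and the other part with RCD anti-DBI gave the change to which MCD anti-DBI was set. The MCD score projects each liver on the line from the mean RCD IgG to the mean MCD IgG liver. A version with genes and line from 5 MCD IgG mice compared the other 5 with MCD anti-DBI by an exact permutation test over all regroupings of these mice, for each of the 20 divisions.

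The tests were tried on simulated libraries with the sizes and spread of the real ones. Of genes changed by 1 on the log2 scale, edgeR called 83.5% in the design of the RCD comparison, 86% in MCD versus RCD, 95.5% in the antibody comparison on MCD and 83.5% in MCD anti-DBI versus RCD. Of genes changed by 0.5 it called 37%, 39%, 53% and 36.5%. The estimator of the remaining share returned 4.26e-05, 0.482 and 1 where 0, 0.5 and 1 had been put in.

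Alternatives were DESeq2, RLE and upper-quartile scaling, no filter on low counts and a filter of at least 10 counts in every library, all 30 libraries in 1 fit, the replicate number as a block, limma on log2(CPM + 1), the Kruskal-Wallis test with Dunn's test, leaving out each library in turn, other choices of genes and pseudocount for the share and the score, and, chosen after seeing the data, MCD anti-DBI 5 and 10 summed to 1 library, libraries thinned to equal totals and the score with 5 MCD IgG mice left out. The paper's methods name the Kruskal-Wallis and Dunn tests. The legend of Fig. 3 names Dunn's test with Bonferroni correction, as applied here over the pairs of groups. No adjustment over genes was made for this test, so its counts are not at the same threshold as the others. A gene that passed neither as reported nor in an alternative counts as the same. Comparisons of the paper on other models, tissues or assays were not analysed here.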

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

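The tests on acute phase genes, on MCD anti-DBI 5 and 10 and on cell markers, and the regroupings for MCD anti-DBI versus RCD IgG and for the interaction, were chosen only after the result was seen.

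Acute phase genes were higher in RCD anti-DBI livers than in RCD IgG livers (12 of 16). Reads shared between the paralogs Saa1 and Saa2 cannot alone account for the rise of the list, since 9 members other than the Saa genes passed. That these had passed was known when this test was chosen, and whether Saa1 and Saa2 share reads was not tested. A difference in library size is argued against by 12 members that passed in libraries thinned to equal totals. An effect of the antibody, of its preparation or of an inflammation present in these mice remains as a candidate explanation and was not tested, since 1 antibody and 1 control antibody were compared. On MCD the list showed no general rise with the antibody: 6 of 16 rose and 5 fell (6 and 6 when adjusted over the list alone, median log2 fold change 0.0668, camera adjusted p = 0.353), where the diet had already raised 11 and lowered Crp (11 and 1 when adjusted over the list alone, camera adjusted p = 0.000696, and adjusted p = 0.282 with an estimated correlation). Saa1 and Saa2 rose on MCD too (log2 fold changes of 2.56 and 3.26, adjusted p = 0.000273 and 6.93e-05 from edgeR). The rises of Saa1, Saa2 and Fgl1 were smaller than on RCD, with interaction log2 differences of -3.20, -3.58 and -1.41 (adjusted p = 0.00324, 0.00324 and 0.00265 from edgeR over all 30 libraries). Lcn2, which rose on RCD, was lower with the antibody on MCD by a log2 fold change of at least 1 in size. Its interaction log2 difference was -5.98 (adjusted p = 2.01e-06 from edgeR over all 30 libraries).

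The libraries MCD anti-DBI 5 and MCD anti-DBI 10 were nearly alike, with 8 genes beyond 1.5-fold among 9440. The same reads provided 2 times are argued against by the chi-square per degree of freedom of 1.67, above sampling noise and below the lowest value of another pair, 6.45. That 1 liver or RNA sample was made into 2 libraries stays open and has the value it needs, the 8 genes beyond 1.5-fold between the 2 libraries. Whether they are 2 mice of 1 cage or litter cannot be told apart from this, since no source used here gives cages. The lowest number of any other pair of 1 group was 133 genes. With the pair summed to 1 library the antibody changed 5453 genes on MCD, and the share of the MCD change that remained was 0.626.

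On MCD, macrophage markers were lower and hepatocyte genes higher with anti-DBI. A smaller share of all cells other than hepatocytes is argued against, because endothelial markers did not move with macrophage markers: the medians differed by -1.01 (spread 0.46; permutation p = 0.00012, across genes that are not independent replicates). A difference in library size is argued against by 29 of the 30 macrophage and hepatocyte genes that had passed, which passed again in libraries thinned to equal totals. Markers of neutrophils (median -0.768) and cholangiocytes (-0.444) fell too, those of Kupffer cells did not (0.14), and a smaller share of some cell types stays open. Fewer macrophages, less mRNA of these markers in each macrophage, or both may account for the pattern, and bulk RNA does not separate them.

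The antibody effect differed between the diets for 2752 of 14335 genes (interaction, adjusted p under 0.05), 1515 with a higher and 1237 with a lower log2 fold change on MCD. With upper-quartile scaling the split was 1076 to 1673. Elovl3 had an interaction log2 difference of 1.67 (adjusted p = 0.0183 from edgeR) and Dbi one of 0.462 (adjusted p = 0.00255 from edgeR). The clock genes Cry2, Ciart, Tef and Usp2 had 0.656, 1.92, 0.813 and 1.69 (adjusted p = 0.0097, 0.00149, 0.000274 and 6.62e-05 from edgeR).

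Further signals, for which the paper's text gives no such counts, were the fall of 7 genes of fatty acid synthesis with anti-DBI on RCD, the fall of 23 male-biased genes and the rise of 16 female-biased genes on MCD, and the change of 13 clock genes with anti-DBI on RCD.

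Chance marks about 1 in 20 groups of samples as holding a value far from the others, 3.6 of the 72 groups of mice tested, and 11 were found. The MCD score of RCD IgG 3 was 0.0696. In MCD IgG, the level of Saa1 was 421 CPM and that of Saa2 205 CPM in mouse 8, Fgl1 was at 463 CPM in mouse 9, Acaca at 256 CPM and Cyp2j5 at 176 CPM in mouse 5, Marco at 90.9 CPM in mouse 2 and Mup11 at 0.83 CPM in mouse 3. In RCD mice, Marco was at 13.4 CPM in RCD IgG 1, Col1a1 at 21.4 CPM in RCD IgG 3 and Mki67 at 6.6 CPM in RCD anti-DBI 4, each the highest of its group.

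Of 100 regroupings of the same libraries per comparison, the real one included, only the real one (1 of 100) gave as many changed genes. Chance is thus argued against for these counts, as far as 100 regroupings can show. The regroupings do not tell diet or antibody from another difference between the groups. For RCD anti-DBI versus RCD IgG the real count was 772 and the highest other 2, for MCD IgG versus RCD IgG 7807 and 1787, for MCD anti-DBI versus MCD IgG 5696 and 3041 (a regrouping that kept 9 of 10 libraries of the real group together), for MCD anti-DBI versus RCD IgG 5084 and 1694, and for the interaction 2752 and 62.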

How the results depend on the processing

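The sums of MCD anti-DBI 5 and 10, the thinning of libraries and the score with 5 MCD IgG mice left out were chosen after the data were seen; the other alternatives were planned. No call changed direction under any alternative run, and the counts of changed genes that kept within 1.5 times throughout were those with RLE and upper-quartile scaling, the replicate block, the summed pair and the thinned libraries. The causes of the moves below were not tested, and the settings do not all count the same thing. With limma and with the Kruskal-Wallis and Dunn test, fold changes were differences in mean log2(CPM + 1). The Kruskal-Wallis and Dunn test was not adjusted over genes. The strict filter tested fewer genes, in MCD IgG versus RCD IgG 11395 instead of 13672.

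Genes changed in RCD anti-DBI versus RCD IgG were 333 with all 30 libraries and 1 shared spread and 215 with the Kruskal-Wallis and Dunn test, and 470 (without RCD anti-DBI 3) to 836 leaving out 1 library, with 471 without RCD IgG 5. With a log2 fold change of at least 1 they were 58 with limma and 18 with the Kruskal-Wallis and Dunn test. At 1.5 they were 55 without a filter on low counts, 15 with at least 10 counts in every library, 14 with limma and 5 with the Kruskal-Wallis and Dunn test.

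For MCD IgG versus RCD IgG at 1, the strict filter of 10 counts gave 1172, limma 1413 and the Kruskal-Wallis and Dunn test 1321. At 1.5, DESeq2 gave 1817, no filter 2023, the strict filter 455, limma 574 and the Kruskal-Wallis and Dunn test 551.

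For MCD anti-DBI versus MCD IgG the Kruskal-Wallis and Dunn test gave 2733. At 1, DESeq2 gave 1189, no filter 1320, the strict filter 331, limma 302 and the Kruskal-Wallis and Dunn test 156. At 1.5, DESeq2 gave 573, no filter 730, the strict filter 65, all 30 libraries with 1 shared spread 334, limma 74 and the Kruskal-Wallis and Dunn test 37.

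For MCD anti-DBI versus RCD IgG the Kruskal-Wallis and Dunn test gave 2145. At 1, the strict filter gave 506, limma 571 and the Kruskal-Wallis and Dunn test 314. At 1.5, DESeq2 gave 805, no filter 899, the strict filter 193, limma 229 and the Kruskal-Wallis and Dunn test 122.

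Gene lists called with an estimated correlation were 1 in RCD anti-DBI versus RCD IgG (the acute phase response, of 7 with the preset correlation) and 0 in the other comparisons (of 23, 23 and 13).

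With the replicate number as a block, the counts were 676, 6275, 5214 and 5494 in the order of the comparisons above and 2489 for the interaction. The mean correlation of the deviations of libraries of the same number was 0.00587, 0.0366, 0.00282 and 0.01, above that of other pairs in each comparison (-0.00143, -0.00415, 0.00128 and -0.000902). No difference passed a permutation test (p = 0.41, 0.14, 0.48 and 0.36).

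The share of the MCD change that remained ranged from 0.609 to 0.656 over its alternatives and from 0.615 to 0.646 leaving out 1 MCD anti-DBI library, and the difference in MCD score from -0.358 to -0.388 (-0.364 with 5 MCD IgG mice left out). Leaving out 1 library, 3531 results of named genes kept their side of the threshold and 68 lost their call. Col1a1 in MCD anti-DBI versus RCD IgG (log2 fold change 0.89, adjusted p = 0.0279) did not pass without RCD IgG 1, 2, 4 or 5. With the antibody on MCD, Il18 lost its call in 11 of 20 fits that left out 1 library and Kdr in 9 of 20. On RCD, Timd4 lost it in 7 of 10 such fits, Col6a3 in 6, Lyz2 in 5 and Cd5l in 4. With the diet, Cyp2e1 lost it in 5 of 15. Of the list results, 2023 kept their side, 26 lost and 21 gained a call. In simulated libraries with the sizes and spread of the real ones, changes of 0.5 on the log2 scale were often missed.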

Differences from the paper's values

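The paper's stated depth is 40 M reads per sample (1 M is 1e+06), and the median total in the count table was 13.8 M counts per library. The units differ, since the paper's number is of reads sequenced and the table's of counts assigned to genes, and none of the alternatives set before the data were examined changes a library's total. Against 11 log2 fold changes read by eye from Fig. 3B no difference is reported, because the precision of the reading was not measured.

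The paper's panel of down-regulated terms after the antibody (Fig. 3D) lists cellular respiration and the generation of precursor metabolites and energy. In the count table, 18 of 32 genes of oxidative phosphorylation were higher and none was lower in MCD anti-DBI versus MCD IgG (median log2 fold change 0.18). With upper-quartile scaling 15 were higher and 1 lower. In RCD mice 5 of these 32 genes were lower with the antibody and none was higher. The measures are unlike. The panel shows an enrichment analysis of down-regulated genes, for which the methods state a fold limit, whereas the 32 genes were called without one. The counts alone therefore do not show the panel to be wrong.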

Other observations

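The clock genes below were listed only after the values were seen.

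Further gene groups moved with anti-DBI on MCD. Of 21 targets of NRF2 12 fell and Gclm rose (13 and 1 when adjusted over the list alone, camera adjusted p = 1.18e-05, and adjusted p = 0.203 with an estimated correlation), among them Gsta1, a glutathione transferase gene, at a log2 fold change of -2.66. Of 13 targets of p53 11 fell and none rose (11 lower and 1 higher when adjusted over the list alone, camera adjusted p = 1.5e-05, and adjusted p = 0.182 with an estimated correlation), with the cell cycle inhibitor gene Cdkn1a at a log2 fold change of -2.32. Genes of methionine and choline metabolism rose in 11 of 21 cases and fell in 2 (12 and 2 when adjusted over the list alone, camera adjusted p = 0.00426, and adjusted p = 0.203 with an estimated correlation). Cth and Cbs, the enzymes that turn homocysteine into cysteine, had log2 fold changes of 0.92 and 0.82. Among genes of lipid droplets and lipid uptake, 2 of 15 rose and 5 fell (2 and 6 when adjusted over the list alone), with Cidec at -2.54 and Lpl (lipoprotein lipase) at -1.20, and the list did not pass camera (adjusted p = 0.304).

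The paper reports a lower amount of the autophagy substrate SQSTM1 in liver protein with the antibody. In liver mRNA of MCD mice, Sqstm1, chosen after its value was seen, had a log2 fold change of -0.46 (standard error 0.113, adjusted p = 0.00266 from edgeR). Of 27 genes of autophagy and lysosome 11 rose and 5 fell (12 and 6 when adjusted over the list alone, camera adjusted p = 0.0413, adjusted p = 0.0538 with the replicate number as a block, and adjusted p = 0.383 with an estimated correlation). Lamp2, a protein of the lysosomal membrane, and Gabarapl1, a protein of the autophagosome membrane, had log2 fold changes of 0.54 and 0.78, while the cathepsin genes Ctsl, Ctsd and Ctsb and the lysosomal regulator gene Tfeb fell.

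Dbi, the gene of the protein that the antibody binds (ENSMUSG00000026385, chromosome 1, 120113280 to 120121078), fell with MCD to 308 ± 20.3 CPM (SD, n = 10) and was at 434 ± 50.5 CPM (SD, n = 10) in MCD anti-DBI. The log2 fold changes were -0.92 (standard error 0.0629, adjusted p = 1.34e-09 from edgeR) with the diet and 0.48 (standard error 0.0642, adjusted p = 6.96e-06 from edgeR) with the antibody on MCD, and every MCD anti-DBI liver lay above every MCD IgG liver. Acbd5, a related gene of a peroxisomal acyl-CoA binding protein, had log2 fold changes of -0.79 and 0.68.

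The antibody changed 760 genes on RCD and 5256 on MCD among 12554 genes tested on both diets, and 385 changed on both. Of these, 177 rose on both (79.6 by chance, if the lists were independent), 72 fell on both (79.2 by chance) and 136 moved in opposite directions (44 higher on RCD and lower on MCD, 73.6 by chance, and 92 the other way, 85.7 by chance). On MCD, Fgl1, Acaca and Marco, chosen because they had changed on RCD, had log2 fold changes of 0.75 (adjusted p = 0.00641 from edgeR), -0.44 (adjusted p = 0.136 from edgeR) and 0.10 (adjusted p = 0.85 from edgeR).

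The authors' deposited table calls 474 genes on RCD with the antibody, 8476 with MCD, 6585 with the antibody on MCD and 5524 between MCD anti-DBI and RCD IgG at an adjusted p under 0.05. Of these, 394, 7461, 5586 and 4821 were called here too, none in the opposite direction.

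Of 21 tested clock genes, 13 changed with the antibody on RCD (3 higher, 10 lower) and 14 on MCD (10 higher, 4 lower). Of 10 called on both diets, 6 moved in the same direction and 4 in opposite directions (Cry2, Ciart, Tef and Usp2, of which Cry2 and Ciart did not pass on RCD with 1 spread shared by all 30 libraries). The diet itself changed clock genes, so these directions do not tell a difference in the hour of collection from an effect of the antibody, and no source used here gives the hour at which each liver was taken. Genes of fatty acid synthesis follow the feeding cycle, so their lower levels on RCD were not separated from a shift of the clock. Nor were they separated from a difference in food intake. The paper states that inhibiting ACBP/DBI can lower food intake, and that intake was not monitored in its experiments.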
